# Cyclic GMP–AMP Synthase (cGAS) Deletion Reduces Severity in Bilateral Nephrectomy Mice through Changes in Neutrophil Extracellular Traps and Mitochondrial Respiration

**DOI:** 10.3390/biomedicines11041208

**Published:** 2023-04-18

**Authors:** Nattavong Suksawad, Kanyarat Udompornpitak, Natchapon Thawinpipat, Pichaya Korwattanamongkol, Peerapat Visitchanakun, Pornpimol Phuengmaung, Wilasinee Saisorn, Patipark Kueanjinda, Asada Leelahavanichkul

**Keywords:** leaky gut, bilateral nephrectomy, cGAS, systemic inflammation, neutrophil

## Abstract

Uremia-induced systemic inflammation is partly caused by the dissemination of microbial molecules such as lipopolysaccharide and bacterial double-stranded DNA from leaked gut damaged by immune cells in response to the microbial molecules. Cyclic GMP–AMP synthase (cGAS) can recognize fragmented DNA and induce cGAMP synthesis for the activation of the stimulator of interferon genes (STING) pathway. To study the effect of cGAS in uremia-induced systemic inflammation, we performed bilateral nephrectomy (BNx) in wild-type and cGAS knock-out mice and found that the gut leakage and blood uremia from both groups were similar. However, serum cytokines (TNF-α and IL-6) and neutrophil extracellular traps (NETs) decreased significantly in cGAS^−/−^ neutrophils after stimulation with LPS or bacterial cell-free DNA. Transcriptomic analysis of LPS-stimulated cGAS^−/−^ neutrophils also confirmed the down-regulation of neutrophil effector functions. The extracellular flux analysis showed that cGAS^−/−^ neutrophils exhibited a higher respiratory rate than wild-type neutrophils despite having similar mitochondrial abundance and function. Our results suggest that cGAS may control effector functions and the mitochondrial respiration of neutrophils in response to LPS or bacterial DNA.

## 1. Introduction

Acute and chronic kidney injury are common health-care problems worldwide that induce uremia, the accumulation of uremic toxins such as urea and creatinine in the blood caused by renal failure, and lead to severe clinical manifestations [1]. Uremic complications such as protein-energy wasting, anorexia, anemia, vascular calcification, atherosclerosis, cardiovascular diseases, and endocrine disorders are reportedly associated with systemic inflammation. There are several mechanisms that cause uremia-induced systemic inflammation in kidney diseases [2,3,4], but one emerging cause is the translocation of pathogenic molecules such as bacterial lipopolysaccharide (LPS) or fungal β-glucan from the leaky gut that has been damaged by the immune cell-mediated attack of enterocytes [5]. Uremic toxins have been shown to damage enterocytes, disrupting permeability and causing holes in the gut barrier that allow pathogenic molecules, including endotoxin and bacterial cell-free DNA, to enter the bloodstream and cause systemic inflammation [6,7,8,9,10]. Furthermore, whole viable bacteria were found in the blood of bacteremia patients and a uremia-induced gut leakage mouse model [11]. These studies have elucidated that systemic inflammation following kidney injury is possibly caused by uremic toxins which can damage the gut barrier and allow pathogenic molecules to leak into the bloodstream and activate immune cells.

When activated by pathogenic molecules in the bloodstream during uremia, innate immune cells—particularly macrophages and neutrophils—can undergo degranulation and phagocytosis, respectively, promoting systemic inflammation. In neutrophils, the formation of neutrophil extracellular traps (NETs) or NETosis is defined as a self-sacrifice mechanism in which chromatin along with antibacterial proteins are released to catch and destroy pathogens. NETosis is evidently mediated by reactive oxygen species (ROS), NADPH oxidase (NOX), neutrophil elastase (NE), and myeloperoxidase (MPO) [12,13,14,15]. Failure to clear NETosis, on the other hand, can initiate an immune response against damage-associated molecular patterns (DAMPs), such as fragmented DNA, histones, and other intracellular proteins [16], potentially leading to the development of autoimmune diseases, diabetes, atherosclerosis, and vasculitis [17]. During uremia, DAMPs from dead cells and pathogen-associated molecular patterns (PAMPs) from microbes have been shown to activate neutrophils and NETs formation [18,19,20,21], possibly via MPO and NE induction [22]. However, the precise mechanisms by which uremia directly or indirectly affects NETosis in response to systemic infection remain unclear.

One of the most extensively studied danger signal sensors in recent years is cyclic GMP–AMP (cGAMP) synthase (cGAS), which recognizes fragmented DNA specifically and induces cGAMP synthesis as a secondary messenger [23,24] for the activation of stimulator of interferon genes (STING), resulting in type I interferon (IFN-I) production [25]. In a mouse model of pulmonary lung infection, cGAS was demonstrated to be an essential facilitator of inflammation induced by PAMPs, such as Pseudomonas aeruginosa-derived DNA. Nonetheless, DAMPs from stressed or apoptotic cells, such as nuclear or mitochondrial DNA (mtDNA), have been shown to induce IFN-I production in a cGAS-dependent manner [26,27]. In a cecal ligation and puncture (CLP)-induced sepsis mouse model, cGAS recognized mtDNA in stressed lung epithelial cells and facilitated lung inflammation via the STING pathway [28]. These studies definitively demonstrate that cGAS can recognize DNA from both self and non-self sources and, as a result, activate cellular responses.

Recently, innate immune cell dysfunctions have been shown to link with the uremic toxins and microbes leaked from the damaged gut of patients undergoing prolonged hemodialysis [29]. Our recently published investigation on the effect of bacterial cell-free DNA in different systemic inflammation models strongly supports this postulation. For example, in the ischemia-reperfusion (IR) kidney injury mouse model, we found that serum dsDNA induced NETosis in Syk- and NF-κB-dependent manners [21]. In addition, we reported that a dextran sulfate solution (DSS)-induced gut leakage, in combination with gut microbiome dysbiosis, and caused a release of bacterial cell-free DNA and uremic toxins into the bloodstream, thereby increasing uremia severity in macrophage- and TLR9-dependent manners [8]. Despite this, the molecular basis for the induction of inflammation and uremic-induced systemic inflammation remains unclear. To address this issue, the present study investigated the role of neutrophils in the BNx-induced gut leakage-associated systemic inflammation mouse model and cultured neutrophils exposed to pathogenic molecules, such as LPS and bacterial cell-free DNA, to mimic the components of bacterial gut leakage. Our results suggest that cGAS may mediate NETosis and negatively regulate mitochondrial respiration, resulting in less severity in BNx mice. Furthermore, cGAS may be a potential therapeutic target for preventing the progression of BNx-mediated systemic inflammation.

## 2. Materials and Methods

### 2.1. Animals and Animal Model

Male 8-week-old C57BL/6 mice were used in this study with permission from the Institutional Animal Care and Use Committee of the Faculty of Medicine, Chulalongkorn University, Bangkok, Thailand (CU-ACUP No. 018/2564; approval date: 30 September 2021) and in compliance with the animal care and use protocol of the United States National Institutes of Health (NIH). Wild-type C57BL/6J mice were purchased from Nomura Siam (Bangkok, Thailand) and cGAS knockout (cGAS^−/−^) mice with a C57BL/6J background were kindly provided by Paludan (Aarhus University, Aarhus, Denmark). Bilateral nephrectomy (BNx) or a sham operation (renal identification before the abdominal suture) was performed on the mice, followed by a post-operative subcutaneous injection of fentanyl (0.03 mg/kg of body weight) in 0.5 mL normal saline solution (NSS) as previously described [11,30,31,32]. At 48 h after surgery, the mice were sacrificed while under isoflurane anesthesia for sample collection.

### 2.2. Mouse Sample Analysis

Renal injury was assessed by measurement of serum creatinine and blood urea nitrogen levels using QuantiChrom assays (DICR-500 and DIUT-500, respectively, Bioassay, Hayward, CA, USA). Serum cytokines were measured by an enzyme-linked immunosorbent assay (ELISA) (Invitrogen, Carlsbad, CA, USA). Liver damage was evaluated by an EnzyChrom alanine transaminase assay (EALT-100, Bioassay, Hayward, CA, USA). Gut leakage was determined from (1) the detection of a nonabsorbable high-molecular-weight fluorescein isothiocyanate-dextran (FITC-dextran) in serum after an oral administration, (2) LPS, (3) bacteremia, and (4) the bacterial cell-free DNA in the blood serum, as previously described [11]. For FITC-dextran assays, 0.5 mL of FITC-dextran (4.4 kDa; 46944, Sigma-Aldrich, St. Louis, MO, USA) at 25 mg/mL was orally administered 3 h prior to blood collection. The detection of FITC-dextran was performed under a fluorescence spectroscope (Varioskan Flash, Thermo Scientific, Waltham, MA, USA) using excitation and emission wavelengths of 485 and 528 nm, respectively. A standard curve based on known concentrations of FITC-dextran was also generated for quantification. Serum LPS was determined using a HEK-Blue LPS detection kit (InvivoGen, San Diego, CA, USA). Bacterial burdens were evaluated by incubating 25 mL of blood in blood agar for 24 h at 37 °C before colony enumeration. To determine bacterial cell-free DNA, serum DNA was extracted with 5 M potassium acetate/acetic acid buffer and quantified using a Nanodrop 100 spectrophotometer (Thermo Scientific, Waltham, MA, USA). Then, the presence of bacterial cell-free DNA was detected using a 16S rRNA primer pair (forward: 5′-GATGAACGCTGGCGGCGTGC-3′, reverse: 5′-CAATCATTTGTCCCACCTTC-3′) in a quantitative real-time polymerase chain reaction (qRT-PCR) using the QuantStudio 6 Flex Real-time PCR System, as previously described [8]. The standard curve derived from known values of bacterial cell-free DNA was also generated for quantification. Briefly, the standard curve was constructed by the QuantStudio™ Design & Analysis Software v1.4.3 (Thermo Fisher Scientific, Waltham, MA, USA) using serial dilutions of standard bacterial cell-free DNA derived from *Escherichia coli* (ATCC 25922; Manassas, VA, USA) which were incubated in tryptic soy broth (Oxoid, Basingstoke, Hampshire, UK) overnight.

Neutrophils were isolated from blood samples using Polymorph-prep (Alere Technologies AS, Oslo, Norway) and their morphology was observed, as described previously [21,33,34]. Then, the dsDNAs in the isolated neutrophils were stained with QuantiT™ PicoGreen reagent (Thermo Fisher Scientific, Waltham, MA, USA), whereas the nuclei were stained with 4′,6-diamidino2-phenylindole (DAPI) (Sigma-Aldrich, St. Louis, MO, USA), for assessment of neutrophil extracellular traps (NETs).

### 2.3. In Vitro Experiments on Neutrophils

For neutrophil isolation, 1 mL of 3% Thioglycolate (Sigma-Aldrich, St. Louis, MO, USA) was intraperitoneally injected in mice from both strains, and the peritoneal neutrophils were harvested after 2 h post-injection by lavages of the peritoneal cavity with 20 mL of cold phosphate buffer solution (PBS) after sacrificing with a cardiac puncture under isoflurane anesthesia as described previously [35]. The cells were centrifuged and washed with PBS before being resuspended in Roswell Park Memorial Institute (RPMI)-1640 media containing 25 mM HEPES, L-Glutamine (Hyclone, Marlborough, MA, USA), and 10% fetal bovine serum (FBS) (Gibco Life Technologies, Paisley, UK). In the 24-well plate containing poly-L-lysine-coated cover glass, neutrophils (1 × 10^5^ cell/well) were stimulated with various NETs stimulators, including (1) 50 ng/mL of phorbol myristate acetate (PMA) (Sigma-Aldrich, St. Louis, MO, USA) as a potent NETs inducer (positive control), (2) 500 ng/mL of LPS (*Escherichia coli* 026:B6; Sigma-Aldrich, St. Louis, MO, USA), (3) 5 ng/µL of bacterial DNA, and (4) 500 ng/mL of LPS together with 5 ng/µL of bacterial DNA, and incubated at 37 °C with 5% CO_2_ for 2 h. Cytokines and dsDNA in the supernatant were measured by an ELISA and Picogreen assay kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. For NETs evaluation, neutrophils were stained with DAPI for nuclei, antibodies against neutrophil elastase (ab68672) and myeloperoxidase (ab25989) together with secondary antibodies, including Alexa Fluor 488 goat anti-rabbit IgG (ab150077) and Alexa Flour 647 goat anti-mouse IgG (ab150115). All DAPI and all antibodies were purchased from Sigma-Aldrich (St. Louis, MO, USA). Cells were visualized and images were recorded under confocal fluorescent microscopy (ZEISS LSM 800; Carl Zeiss, Jena, Germany). The fluorescent intensity of NE and MPO was scored as previously described [36].

### 2.4. Gene Expression and 2′3′- Cyclic Guanosine Monophosphate–Adenosine Monophosphate (cGAMP)

The expression of genes of interest was assessed using a real-time quantitative reverse transcription polymerase chain reaction (qRT–PCR) and primer pairs as previously described [37]. Briefly, total RNA was extracted using Trizol, quantified using NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA), converted into cDNA using reverse transcriptase, and amplified in PCR using an SYBR Green system (Applied Biosystem, Foster City, CA, USA). The quantification of mRNA was based on the ∆∆CT method that uses *β-actin* as a housekeeping gene. 

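The primer pairs of the qRT-PCR assays were located by exact match in the GENCODE M39 transcripts of GRCm39, and exons are numbered as in a matching transcript. The *Pad4* pair lies in *Padi4* (chromosome 4, 140472808 to 140501939, minus strand), with the forward primer in exon 2, the reverse primer in exon 3 and a product of 100 bases in 8 transcripts. The pair named *Nfκb* lies in exon 11 of *Rela* on chromosome 19, from 5696975 to 5697141, a product of 167 bases. *Rela* encodes the p65 subunit of NF-κB. The *Tlr4* pair lies in exon 3 of *Tlr4* on chromosome 4, from 66759541 to 66759738, a product of 198 bases. The forward primer of the cGAS pair bridges exons 1 and 2 of *Cgas* (chromosome 9, 78337802 to 78350535, minus strand) and the reverse primer lies in exon 2, giving a product of 146 bases. The *Prkaa1* pair lies in exons 6 and 7 of *Prkaa1* on chromosome 15, between 5203889 and 5206118, and the *Prkaa2* pair lies in exon 9 of *Prkaa2* on chromosome 4 and gives 226 bases. Neither *β-actin* primer matched a transcript exactly, and each differed from the *Actb* transcripts by at least 2 bases. *Rela* and *Prkaa1* lie outside the chromosomes that the table of RNA sequencing values analysed here covers.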

The primers used in this study are listed as follows: *Pad4* (forward: 5′-ACAGGTGAAAGCAGCCAGC-3′, reverse: 5′-AGTGATGTAGATCAGGGCTTGG-3′), *Nfκb* (forward: 5′-CTTCCTCAGCCATGGTACCTCT-3′, reverse: 5′-CAAGTCTTCATCAGCATCAAACTG-3′), *Tlr4* (forward: 5′-GGCAGCAGGTGGAATTGTAT-3′, reverse: 5′-AGGCCCCAGAGTTTTGTTCT-3′), cyclic cGAS pair 9 (forward: 5′-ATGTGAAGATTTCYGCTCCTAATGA-3′, reverse: 5′-GAAATGACTCAGCGGATTTCCT-3′), *Prkaa1* (forward: 5′-AGAGGGCCGCAATAAAAGAT-3′, reverse: 5′-TGTTGTACAGGCAGCTGAGG-3′), *Prkaa2* (forward: 5′-TGGCTGCCTTCTTATGCTTT-3′, reverse: 5′-GCTTTGAAACGGCTTCTCAC-3′), and *β-actin* (forward: 5′-GGACTTCGAGCAAGAGATGG-3′, reverse: 5′-AGCACTGTGTTGGCGTACAG-3′). Additionally, 2′3′-cGAMP was determined using an ELISA kit from Cayman Chemical (Ann Arbor, MI, USA).

### 2.5. Mitochondrial Evaluation and Extracellular Flux Analysis

Mitochondrial DNA (mtDNA) extraction was performed using a Tissue Genomic DNA extraction mini kit (Favorgen Biotech, Wembley, WA, Australia), followed by total DNA quantification using NanoDrop ND-100 (Thermo Fisher Scientific, Waltham, MA, USA). 

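On GRCm39, each of the mtDNA primers had 1 exact site in the genome. Together they bound the mitochondrial genome from 2649 to 2717, a product of 69 bases that runs from *mt-Rnr2*, the gene of the large ribosomal RNA, into *mt-Tl1*, a gene of a transfer RNA for leucine. The *β2m* primers also had 1 site each, on chromosome 2 between 121978244 and 121981415. These sites lie in exons 1 and 2 of *B2m* (121977957 to 121983594, plus strand), where *Patl2* overlaps on the other strand. In genomic DNA the *β2m* sites enclose 3172 bases, intron included, whereas in 7 spliced *B2m* transcripts the product is 90 to 108 bases long. Pairs of genomic sites up to 5000 bases apart were considered.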

The qRT-PCR was performed as described previously [37] using the following primer pairs: mtDNA (forward: 5′-CGTACACCCTCTAACCTAGAGAAGG-3′, reverse: 5′-GGTTTTAAGTCTTACGCAATTTCC-3′) and β2-microglobulin (*β2m*) (forward: 5′-TTCTGGTGCTTGTCTCACTGA-3′, reverse: 5′-CAGTATGTTCGGCTTCCCATTC-3′). The amount of mtDNA was calculated using the ∆∆CT method that uses *β2m* for normalization, as previously described [38]. Additionally, the mitochondrial membrane potential was analyzed using MitoTracker Red as previously described [37]. Briefly, 200 nM of Mitotracker Red CMxROS (Molecular Probes, Inc., Eugene, OR, USA) was used to stain mitochondria, followed by incubation at 37 °C for 15 min before cell fixation using cold methanol at −20 °C. Mitochondria were measured by a microplate reader at an excitation wavelength of OD_579_ nm.

To explore the impact of LPS and bacteria-free DNA on neutrophil energy status, the Seahorse XFp Analyzer (Agilent, Santa Clara, CA, USA) was used in extracellular flux analysis to determine mitochondrial activity and glycolysis via the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), respectively, as described previously [39,40,41,42]. Due to the short life span of neutrophils, LPS (*E. coli* 026:B6) (Sigma-Aldrich, St. Louis, MO, USA) at 500 ng/mL with or without bacterial DNA at 5 ng/µL were added to the neutrophils (1 × 10^4^ cells/well) right before incubation with the standard reagents of Seahorse XF analysis and Seahorse substrates (glucose, pyruvate, and L-glutamine) (Agilent, 103575–100) under pH 7.4 at 37 °C for 1 h prior to the challenge with different metabolic compounds, including oligomycin, carbonyl cyanide-4-(trifluoromethoxy)-phenylhydrazone (FCCP), and rotenone/antimycin A for mitochondrial reactions, and glucose, oligomycin, and 2-Deoxy-d-glucose (2-DG) for glycolysis intervention. The concentration of metabolic compounds used was determined according to the manufacturer’s instructions. Data analysis was conducted using Seahorse Wave 2.6 software based on the following equations: maximal respiration = (OCR between FCCP and rotenone/antimycin A)—(OCR after rotenone/antimycin A); respiratory reserve = (OCR between FCCP and rotenone/antimycin A)—(OCR before oligomycin); and glycolysis capacity = ECAR between oligomycin and 2-DG. Glycolytic and mitochondrial ATP production rates were calculated as described in the Seahorse manufacturer’s instructions.

### 2.6. RNA Sequencing and Functional Analysis

An RNA sequencing analysis was performed to determine the influence of LPS on the neutrophils of cGAS^−/−^ mice. Briefly, total RNA was extracted from cGAS^−/−^ neutrophils stimulated with or without 100 ng/mL of LPS (*E. coli* 026: B6, Sigma-Aldrich, St. Louis, MO, USA) for 2 h using an RNeasy mini kit (Qiagen), followed by RNA library preparation and sequencing using Illumina NextSeq 500 performed at Omics Sciences and Bioinformatics Center, Chulalongkorn University, Bangkok, Thailand. The mRNA analysis was conducted based on triplicate neutrophil samples. The sequencing quality was determined using FastQC, and the raw sequencing reads were mapped and aligned against the Mus musculus reference genome GRCm39 using STAR [43], followed by gene quantification against the reference mouse transcriptome using Kallisto [44]. Read counts were normalized and analyzed for differentially expressed genes (DEGs) using the edgeR package [45] and limma-voom package [46,47]. Genes were considered significantly (*p* value < 0.01) differentially expressed when the log2 fold change was less than − 2 or greater than 2, representing down- or up-regulation, respectively. The clustering of DEGs was performed using Euclidean distance and the Ward.D2 method in the ComplexHeatmap package [48]. Then, up- and down-regulated DEGs from neutrophil clusters were used for functional analysis against the Gene Ontology database [49,50] using the enrichr package [51,52,53]. All analyses were carried out using the R program version 4.0.4 unless otherwise specified.

### 2.7. Statistical Analysis

The mean ± standard error of the mean (SEM) was used in the data presentation unless otherwise specified. The statistical significance of group differences was determined using a one-way analysis of variance (ANOVA), followed by Tukey’s analysis for comparison of multiple groups. The Student’s *t*-test or Wilcoxon’s test was used to compare the two groups, as appropriate. Statistical analyses were carried out using SPSS 11.5 software (SPSS, Chicago, IL, USA), Graph Pad Prism version 7.0 software (La Jolla, CA, USA), or stat package in R program, as appropriate. A *p* value less than 0.05 was considered statistically significant. Reports of statistical analysis performed in the figures are available in Supplementary Materials (Tables S1 and S2).

## 3. Results

### 3.1. After Bilateral Nephrectomy, cGAS Deficient Mice Had Similar Leaky Gut Severity but Less Prominent Systemic Inflammation and NETosis than Wild-Type Mice

At 48 h after BNx, cGAS^−/−^ and WT mice developed similar severity in uremia, as indicated by an increase in blood urea nitrogen and creatinine (Figure 1A,B, respectively), but had significantly lower alanine transaminase levels, indicating less liver damage (Figure 1C). This was supported by significantly lower levels of serum pro-inflammatory cytokines such as TNF-α and IL-6 (Figure 1D,E, respectively), but not IL-10 (Figure 1F). BNx also induced gut leakage, as evident by elevated levels of blood FITC-dextran, endotoxin, bacteremia, and bacterial cell-free DNA (Figure 1G–J) in both WT and cGAS^−/−^ mice. Similar to the pro-inflammatory cytokines, serum dsDNA was significantly lower in cGAS^−/−^ mice than in WT mice (Figure 1M), which led us to further examine NETosis. Observation of the morphology of peripheral blood neutrophils revealed that NETs formation was significantly lower in neutrophils from cGAS^−/−^ mice than in WT mice (Figure 1L–M). These results suggest that cGAS may play a role in the NET formation in the neutrophils from the BNx-induced acute kidney injury model.

### 3.2. cGAS^−/−^ Neutrophils Exhibited Less LPS-Induced NETs Formation than in WT Cells Because of No Synergy between LPS and Bacterial DNA

Because NET formation was more prominent in WT mice over cGAS^−/−^ mice after BNx, we hypothesized that cGAS might regulate NETs in neutrophils and conducted an investigation in vitro. Peritoneal neutrophils were collected from WT and cGAS^−/−^ mice and stimulated in vitro by a potent NETs inducer, PMA, as a positive control, followed by an assessment of supernatant cytokines and NETosis. We found that supernatant TNF-α and IL-10 levels were similar in both WT and cGAS^−/−^ neutrophils (Figure 2A,C), except for lower IL-6 levels in cGAS^−/−^ neutrophils (Figure 2B). In terms of NETosis, both WT and cGAS^−/−^ neutrophils had comparable levels of dsDNA and NETs formation (Figure 2D,F), with the exception of the lower *Pad4* gene in cGAS^−/−^ neutrophils (Figure 2E). In addition to the *Pad4* gene, fluorescent staining with anti-MPO and anti-NE antibodies was used to assess MPO and NE, two essential proteins involved in NETosis, in PMA-activated neutrophils, with MPO and NE levels showing virtually similar levels in both WT and cGAS^−/−^ mice (Figure 2G). When neutrophils from cGAS^−/−^ mice were stimulated with LPS, bacterial DNA, or LPS + DNA, they produced less TNF-α and IL-6 cytokines but not IL-10 (Figure 2A–C). For NETosis in both WT and cGAS^−/−^ neutrophils, the dsDNA appeared to be unaffected by LPS stimulation (Figure 2D). On the other hand, cGAS^−/−^ neutrophils expressed significantly less *Pad4* in all three different treatment conditions (Figure 2E), as did NET formation (Figure 2F), with the exception of bacterial DNA stimulation. The MPO and NE levels were also significantly lower in LPS- or LPS + DNA-stimulated cGAS^−/−^ neutrophils than in WT ones (Figure 2G).

### 3.3. cGAS^−/−^ Neutrophils Responded to LPS Stimulation despite Lower Nfκb Expression

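Neutrophils washed from the peritoneum of cGAS-/- mice, which lack the cytosolic DNA sensor cyclic GMP-AMP synthase, were kept for 2 h in medium alone (untreated) or with LPS, a lipid and sugar component of the outer membrane of Gram-negative bacteria. Total RNA was sequenced from 3 samples of each group, 6 samples in all. The methods of the paper give the LPS dose as 100 ng/mL and the labels of the samples give 500 ng/mL. The sequencer is an Illumina NextSeq 500 in the paper, whereas the sample labels name an Illumina HiSeq. *Cgas*, the deleted gene, was listed at 0.203, 0.307 and 0.180 scaled TPM in the untreated samples and at 0.184, 0.0713 and 0.0286 in the LPS samples, and the table analysed here holds no wild-type sample to set beside these values. The authors aligned the reads to GRCm39 with STAR, quantified transcripts with Kallisto and normalized the values with edgeR. The values were taken as TPM, a unit in which the transcripts of a sample share a fixed total. They were taken as averaged over the transcripts of a gene and divided by 1 factor per sample, from 0.861 to 1.12. The factor was read from the numbers themselves. After its removal, 52.3% of 3141 values in the third untreated sample, whose factor is 1, returned to the 6 digits that Kallisto writes. In each other sample 73.0 to 81.5% of 600 values did so, against 4.0% by chance. No check of the averaging over transcripts is reported here. TPM holds no record of the number of reads, so the depth of each sample is unknown, and no counting error or lowest detectable level can be given. The median of the summed values was 659167 in the untreated and 407491 in the LPS samples, and each untreated sample had a larger sum than each LPS sample. Values above 0 were listed for 15800, 15419 and 15607 genes in the untreated samples and for 18518, 16148 and 19191 genes in the LPS samples. The table covers 38739 genes. Those matched to GENCODE include 90.3% of the annotated protein-coding genes of chromosomes 1 to 12, and reach position 74611548 on chromosome 13. Among them is 1 gene of chromosome X and 0 genes of chromosomes 14 to 19, Y and the mitochondrial genome, while 1763 genes with a type alone and 382 without a match have no position. Of all annotated protein-coding genes, 65.8% are in the table. Pseudogenes took 64.7 to 70.7% of the summed value in the untreated samples and 32.3 to 40.5% in the LPS samples, and 1 of them, *Fth-ps3*, took 25.4 to 32.6% and 11.5 to 14.6%. Protein-coding genes took 21.6 to 29.0% in the untreated samples and 50.6 to 60.0% in the LPS samples. Because of the fixed total, a change in a few large values moves all others. Values were therefore tested as the authors scaled them, on the log2(scaled TPM + 1) scale, which understates the change of genes with low values, and with other scalings, filters and pseudocounts as alternatives.

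**Figure D1:**
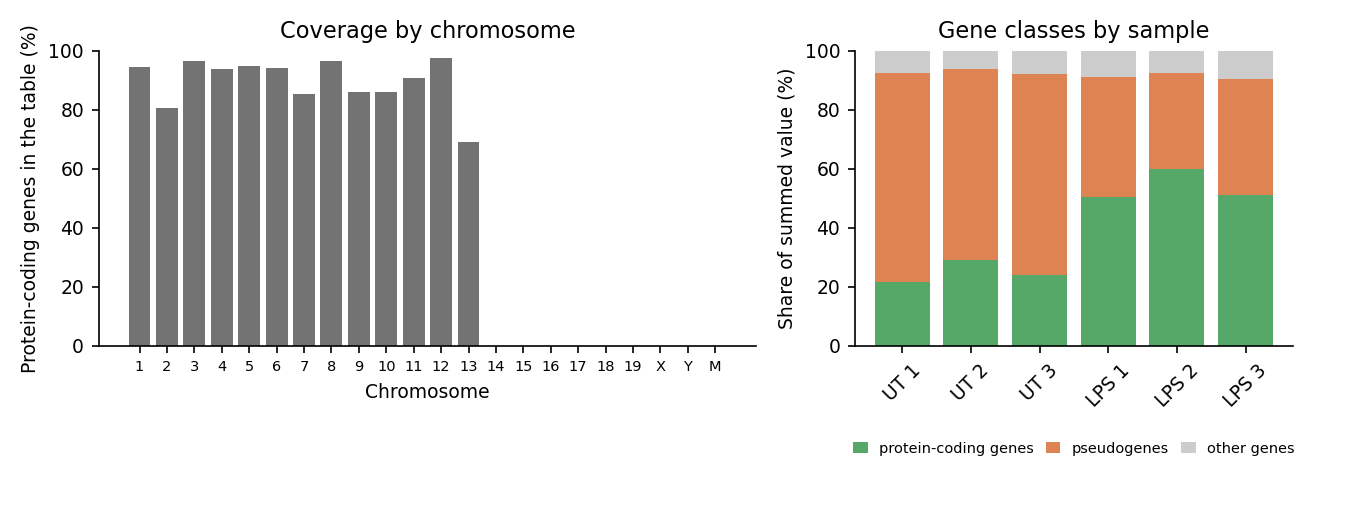
Left, the percentage of annotated protein-coding genes of each chromosome that the table holds, as bars, from 80.6% to 97.7% on chromosomes 1 to 12 and 69.1% on chromosome 13. Right, the percentage of the summed scaled TPM of each sample (UT, untreated) on protein-coding genes, pseudogenes and other genes, where pseudogenes hold the larger part in all 3 untreated samples and protein-coding genes in all 3 LPS samples.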

To investigate the underlying molecular mechanism of cGAS^−/−^ neutrophils in response to LPS, we employed transcriptome analysis based on high-throughput RNA sequencing of the total RNA samples from cGAS^−/−^ neutrophils stimulated with or without LPS for 2 h. According to DEG analysis followed by unsupervised clustering, we found up-regulated (n = 746) and down-regulated (n = 271) genes that were differentially expressed (Figure 3A). 

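Of the genes in the table, 23049 had a value above 0 in at least 1 sample and were tested with limma. With the limits stated in the paper, an unadjusted p under 0.01 and a log2 fold change of more than 2 in either direction, 389 genes were higher and 301 lower after LPS. Replacing the unadjusted p by a Benjamini-Hochberg adjusted p under 0.01 lowered these counts most, to 10 and 29. The largest rise in the higher genes came with voom, the method the paper names, applied to these values after seeing the data, which called 1552 higher and 177 lower. At an adjusted p under 0.05 without a limit on the fold change, a criterion chosen after seeing the data, 206 genes were higher and 218 lower. Samples with the same replicate number deviated together to a small extent, with a mean correlation of their deviations from the group means of 0.125. With the replicate number as a block, 387 genes were higher and 303 lower, of which 351 and 294 were also called without the block, but an adjusted p under 0.05 was reached by 1 higher and 15 lower genes. Of the genes called higher, 295 of 389 were protein-coding and 23 were pseudogenes. Of the genes called lower, 45 of 301 were protein-coding, 153 were pseudogenes and 46 were microRNA genes, and 74 had no transcript of 200 bases or more. As many as 71 of the lower genes were listed at 0 in all LPS samples, and 30 of the higher genes at 0 in all untreated samples. The largest increase among genes whose groups did not overlap was in *Gm15899*, a processed pseudogene on chromosome 8 (123410341 to 123410578) identical over its whole length to part of *Actr3*. Its value was 276 ± 14.4 scaled TPM (SD, n = 3) after LPS and at most 0.00018 in the untreated samples, a difference of 8.11 on the log2(scaled TPM + 1) scale (standard error 0.25, adjusted p = 3.9e-04). The small nucleolar RNA gene ENSMUSG00002076924 on chromosome 7 was listed at 0 in all untreated samples and at 55.4 ± 28.3 (SD, n = 3) after LPS. *Gm12751*, a processed pseudogene on chromosome 4 identical to part of *Polr1d*, rose from 0.586 ± 0.795 to 48.6 ± 1.55 (SD, n = 3). The chemokine gene *Cxcl3* and the cytokine gene *Il1a* complete the 5 largest increases. Among the 5 largest decreases, the microRNA genes ENSMUSG00002075188 and ENSMUSG00002075524 have the same value in each sample, 1720.5 ± 1523 when untreated (SD, n = 3) and 0 after LPS. The microRNA genes ENSMUSG00002076091 (1889.5 ± 1289.6) and *Mir5620* (1193 ± 363) and the pseudogene *Gm28900* (1467 ± 945), identical to part of *Rpl21*, were likewise listed at 0 in all 3 LPS samples (SD, n = 3). These microRNA genes are annotated at 56 to 78 bases, and the paper describes no library made for short RNAs. Whether such values measure microRNAs is therefore unknown. The samples separated by treatment: the first principal component held 43.8% of the variance, and Ward clustering into 2 groups placed the 3 LPS samples in one. Correlations of the log2 values were 0.927 to 0.962 among LPS samples, 0.807 to 0.835 among untreated samples and 0.774 to 0.801 between the groups.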

Gene Ontology (GO) over-representation analysis (ORA) was then performed on the two groups of DEGs to identify their biological functions in cGAS^−/−^ neutrophils in response to LPS stimulation. 

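The GO terms themselves were not used here. In their place, 14 lists of genes were written by hand from general knowledge of these processes before the values were seen, and 13 of them have genes in the table. Each list was tested for an excess among the genes called higher or lower with a one-sided Fisher's exact test against all genes tested, with Benjamini-Hochberg adjustment over 26 tests. Biogenesis of the large ribosomal subunit, which Figure 3B lists for up-regulated genes, was represented by 30 of 38 genes. Of these 30 genes, 4 were called higher (*Nop16*, *Ebna1bp2*, *Rpf2* and *Gnl2*, the last 2 named after their values were seen), against 0.506 by chance (adjusted p = 0.0094), and 0 were called lower, with 0 lower at an unadjusted p under 0.05. With the replicate block 3 were called higher (adjusted p = 0.059), and over the 11 alternatives the adjusted p ran from 2.3e-07 to 1. *Nop16* on chromosome 13 (54731998 to 54738678) rose from 1.19 ± 0.606 to 16.8 ± 7.20 scaled TPM (SD, n = 3). Its log2 fold change was 2.97 (standard error 0.45, adjusted p = 0.040, and 0.090 with the block). *Ebna1bp2* on chromosome 4 (118477794 to 118492185) had a log2 fold change of 2.71 (standard error 0.58, adjusted p = 0.081) with all 3 LPS samples above all untreated ones. In the other direction, *Rsl24d1*, which shares a near-identical stretch with *Gm6457*, had a log2 fold change of -0.77 (standard error 0.59, adjusted p = 0.55). In all, 29 of the 30 genes were higher after LPS. The normalized enrichment score from fgsea, described with the next list, was 2.13 (adjusted p = 9.5e-07), and 2.44 (adjusted p = 9.3e-08) with the block. With limma's camera and an estimated correlation between genes the adjusted p was 0.297, the highest over 14 alternatives.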

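The list for the response to LPS and NF-κB activity held 70 genes, of which 53 are in the table. After LPS, 52 of the 53 were higher and 1 was lower, with a median log2 fold change of 2.22. As many as 24 were called higher and 0 lower (0 lower also at an unadjusted p under 0.05), whereas 0.894 higher calls would fall on the list by chance (one-sided Fisher's exact test, adjusted p = 1.8e-27). Adjusted over all genes tested, 15 genes of the list had an adjusted p under 0.05, and adjusted over the list alone, 35. In 36 of the 53 genes, all 3 LPS samples lay above all 3 untreated samples, and 10% of genes would show separate groups in either direction by chance. Preranked gene set enrichment (fgsea), which asks whether the genes of a list gather at one end of the ranking by log2 fold change, gave a normalized enrichment score (NES) of 2.53 (adjusted p = 2.4e-15). With the replicate block, and genes ranked by moderated t, the NES was 3.17 (adjusted p = 7.0e-24) and 27 genes of the list were called higher. The alternative that moved it most, limma's camera with the correlation between genes estimated from the data, gave an adjusted p of 0.0206, the highest over 14 alternatives, and the lowest was 1.2e-30. *Cxcl3*, a chemokine gene on chromosome 5 (90933962 to 90937459), rose from 8.99 ± 4.32 to 485 ± 248 scaled TPM (SD, n = 3), a log2 fold change of 5.57 (standard error 0.54, adjusted p = 0.014, and 0.057 with the block). *Il1a*, which encodes interleukin-1α and lies on chromosome 2 (129140291 to 129152098), had values of 0.147, 20.6 and 1.48 in the untreated samples and 169, 129 and 144 after LPS, a log2 fold change of 5.23 (standard error 1.06, adjusted p = 0.072). *Nfkb1*, a subunit of NF-κB encoded on chromosome 3 (135290264 to 135397742), rose from 7.52 ± 1.82 to 46.6 ± 4.17 (SD, n = 3). Its log2 fold change was 2.50 (standard error 0.29, adjusted p = 0.022, and 0.092 with the block). The kinase gene *Tbk1* on chromosome 10, part of whose transcript is near-identical to *Srp72*, rose from 6.47 ± 1.96 to 48.0 ± 2.50 (SD, n = 3). Its log2 fold change was 2.75 (standard error 0.31, adjusted p = 0.021, and 0.092 with the block). *Syk*, another kinase gene, had a log2 fold change of 0.80 (standard error 0.36) that did not hold up against the spread between samples (adjusted p = 0.33), although all 3 LPS samples lay above the untreated ones. *Irak2*, the member of the list that was lower, had a log2 fold change of -0.45 (standard error 0.65, adjusted p = 0.71); 11 other genes hold near-identical stretches of it. Over the alternatives the adjusted p of *Cxcl3* ran from 0.0075 to 0.12, of *Il1a* from 0.011 to 0.23, of *Nfkb1* from 0.0058 to 0.15 and of *Tbk1* from 0.0071 to 0.15.

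**Figure D2:**
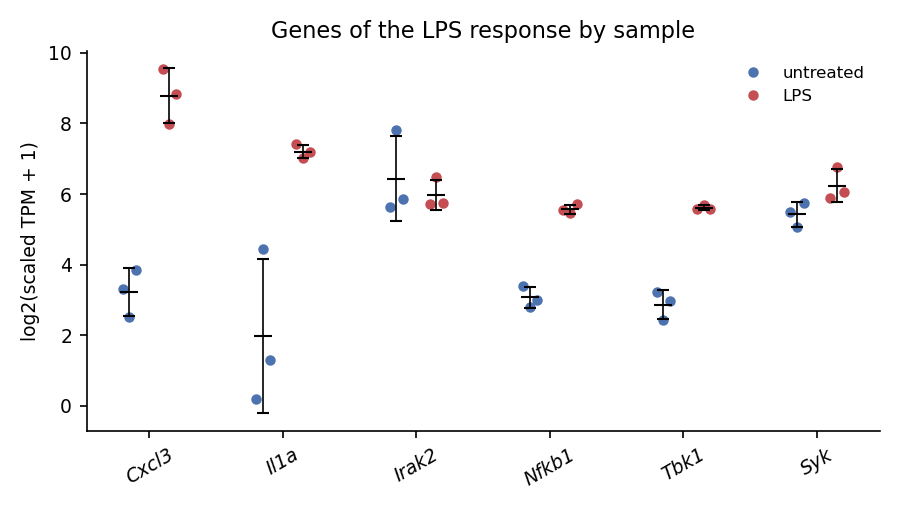
Values of 6 genes in each untreated (blue) and LPS (red) sample, on the log2(scaled TPM + 1) scale, with the mean and SD of each group of 3 samples. *Cxcl3*, *Il1a*, *Nfkb1* and *Tbk1* separate the groups by more than 2 on this scale, *Syk* by 0.80, and the groups of *Irak2* overlap.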

The results showed that, when cGAS^−/−^ neutrophils were stimulated with LPS, they increased the expression of the genes involved in the cellular response to bacterial molecules (GO:0071219), particularly to LPS (GO:0071222 and GO:0032496) (Figure 3B, left panel). This result was consistent with our previous finding that the TNF-α level increased in response to LPS stimulation even in neutrophils with cGAS deletion (Figure 3A). In addition, the up-regulated genes are also involved in the interleukin (IL)-1-mediated signaling pathway (GO:0070498) and in response to IL-1 (GO:0071347). In contrast, the analysis of down-regulated genes from LPS-stimulated cGAS^−/−^ neutrophils revealed that the neutrophils had less neutrophil activation activities, such as neutrophil-mediated immunity (GO:0002446), neutrophil degranulation (GO:0043312), and neutrophil activation involved in immune response (GO:0002283) (Figure 3B, right panel). These results supported our recent finding reporting that NET formation was reduced after LPS stimulation in cGAS^−/−^ neutrophils (Figure 2F). 

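The list for interleukin-1 signalling held 38 genes, of which 26 are in the table, and 20 of these were higher and 6 lower after LPS. Calls of higher expression fell on 7 of the 26, against 0.439 by chance (one-sided Fisher's exact test, adjusted p = 2.4e-06). These were *Il1a*, *Nlrp3* and *Nfkb1* and, named after their values were seen, *Map3k7*, *Il1b*, *Tollip* and *Irak3*. All but *Map3k7* and *Tollip* are also in the list for the response to LPS, so this result is not independent of that one. Calls of lower expression fell on 0 genes, with 0 lower at an unadjusted p under 0.05. The same number, 7, was called higher with the replicate block. As each sample was left out, 3 to 9 were called higher (one-sided Fisher's exact test, adjusted p at most 0.042). The NES of the list was 1.99 (adjusted p = 2.0e-05) without the block and 2.38 (adjusted p = 4.6e-07) with it. Over 14 alternatives the adjusted p reached 0.117 at its highest, with camera and an estimated correlation between genes. Of the list, 4 genes had an adjusted p under 0.05 over all genes and 11 when adjusted over the list alone. *Nlrp3*, an inflammasome gene on chromosome 11 (59432394 to 59457782), rose from 21.9 ± 10.8 to 289 ± 45.9 scaled TPM (SD, n = 3). Its log2 fold change was 3.76 (standard error 0.42, adjusted p = 0.020, and 0.089 with the block). Among the genes that were lower, *Il1r2*, the decoy receptor gene on chromosome 1, fell from 71.0 ± 24.0 to 41.3 ± 2.81 (SD, n = 3). Its log2 fold change of -0.71 (standard error 0.36, adjusted p = 0.38) was not larger than the spread between samples allows, with all 3 LPS samples below the untreated ones. The Reactome set of interleukin-1 signalling, made by others, had 31 genes in the table and a NES of 2.01 (adjusted p = 3.6e-05), and 2.32 (adjusted p = 3.5e-06) with the block, with 24 genes higher and 7 lower.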

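The list for neutrophil granules and degranulation held 110 genes, of which 87 were tested. Calls of lower expression fell on 2 of the 87, *Cxcr2* and *Nbeal2*, against 1.14 by chance (one-sided Fisher's exact test, adjusted p = 0.58, and 0.59 with the replicate block, where 2 were also called). That background holds pseudogenes and short RNAs, and only 45 of the 301 lower calls were protein-coding. Among protein-coding genes alone, chosen after seeing the data, chance gave 0.307 (one-sided Fisher's exact test, unadjusted p = 0.038, adjusted p = 0.109). Over 11 alternatives the adjusted p of the lower calls ran from 0.109 to 1. Calls of higher expression fell on 4, *Mgst1*, *Ptprj*, *Tlr2* and *Gca*, the last 3 named after their values were seen (adjusted p = 0.20, and 0.0043 with the block, where 7 were called). As a whole, 54 genes were higher and 33 lower, with a median log2 fold change of 0.18. The NES was 1.41 (adjusted p = 0.045) without the block and 1.88 (adjusted p = 6.6e-04) with it, both toward higher expression after LPS. The adjusted p rose to 0.43 among protein-coding genes alone, a setting chosen after seeing the data, and ran from 2.1e-05 to 0.78 over 14 alternatives. At an adjusted p under 0.05, 1 gene of the list passed over all genes tested and 13 passed over the list alone, 9 of them higher. *Cxcr2*, a chemokine receptor gene on chromosome 1 (74193150 to 74200405), fell from 86.5 ± 42.0 to 13.1 ± 9.10 scaled TPM (SD, n = 3), a log2 fold change of -2.67 (standard error 0.62, adjusted p = 0.094), and 6.73% of its transcript is near-identical to *Wdr12*. *Nbeal2*, a gene of granule formation on chromosome 9 (110453857 to 110483322), fell from 24.5 ± 13.8 to 2.71 ± 1.52 (SD, n = 3), a log2 fold change of -2.73 (standard error 0.50, adjusted p = 0.058). Every LPS sample lay below every untreated sample for both genes. In the other direction, *Mgst1* on chromosome 6 rose from 0.873 ± 0.113 to 18.8 ± 1.48 (SD, n = 3). Its log2 fold change was 3.40 (standard error 0.27, adjusted p = 0.0090, and 0.080 with the block). *Lcn2*, which encodes lipocalin-2, had a log2 fold change of 3.02, but its untreated values of 77.0, 1284 and 94.7 overlapped the LPS values of 879, 4887 and 1190 (standard error 1.25, adjusted p = 0.30). Within each same-numbered pair it was higher after LPS, and with the block the standard error was 0.42 and the adjusted p 0.10, with a range from 0.076 to 0.50 over 12 alternatives. *Padi4*, the gene of the enzyme PAD4, was listed at 3.09, 35.9 and 1.11 in the untreated samples and at 4.84, 13.9 and 4.05 after LPS, and its log2 fold change of 0.15 (standard error 1.12, adjusted p = 0.95) shows no difference beyond the spread between samples. It ran from -0.69 to 1.37 as each sample was left out. *Mpo* was at most 0.138 in every sample, and *Elane*, which encodes neutrophil elastase, was listed at 0 in all 6.

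**Figure D3:**
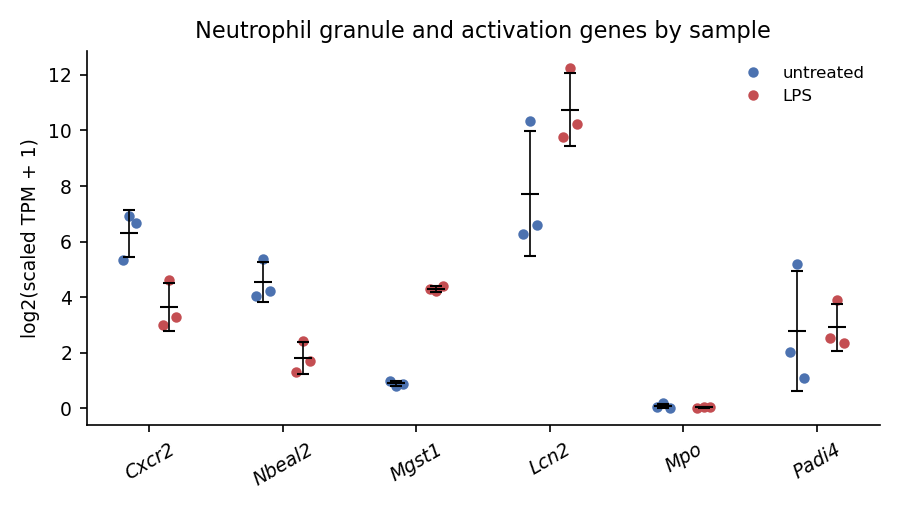
Values of 6 genes of neutrophil granules and activation in each untreated (blue) and LPS (red) sample, on the log2(scaled TPM + 1) scale, with the mean and SD of each group of 3 samples. *Cxcr2* and *Nbeal2* are lower and *Mgst1* higher in all 3 LPS samples, *Lcn2* and *Padi4* overlap between the groups, and *Mpo* lies near 0 throughout.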

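All 72 listed genes of calcium and second-messenger signalling that are in the table (of 92) were tested, and 43 were higher and 29 lower after LPS. Of these, 2 were called lower, *Cxcr2* and *Ccr1*, against 0.940 by chance (one-sided Fisher's exact test, adjusted p = 0.48, and 0.49 with the replicate block). The adjusted p of this count ran from 0.055 to 1 over 11 alternatives. Among protein-coding genes alone, chosen after seeing the data, chance gave 0.254 (one-sided Fisher's exact test, unadjusted p = 0.027, adjusted p = 0.099). The count ran from 1 to 4 as each sample was left out. It was 5 at a log2 fold change beyond 1 and 0 at an adjusted p under 0.01. Calls of higher expression fell on 3, *Adora2b*, *Adora2a* and *Cd24a* (adjusted p = 0.35), the last 2 named after their values were seen. The NES was 1.04 (adjusted p = 0.42) without the block and -1.11 (adjusted p = 0.31) with it, so that its direction changed while neither value passed 0.05. Over 14 alternatives the adjusted p ran from 0.084 to 0.91. *Ccr1*, a chemokine receptor gene on chromosome 9 (123762161 to 123768734), fell from 289 ± 45.6 to 43.8 ± 13.0 scaled TPM (SD, n = 3). Its log2 fold change was -2.72 (standard error 0.33, adjusted p = 0.022, and 0.092 with the block). *Adora2b*, an adenosine receptor gene on chromosome 11 (62139804 to 62157279), rose from 1.95 ± 1.13 to 49.7 ± 37.9 (SD, n = 3). Its log2 fold change was 3.89 (standard error 0.64, adjusted p = 0.048, and 0.15 with the block). *Ccr7* on chromosome 11 had a log2 fold change of 3.33 (standard error 0.94, adjusted p = 0.14), with all 3 LPS samples above the untreated ones. For leukocyte chemotaxis, which Figure 3B also lists, 52 of 65 genes are in the table. Among them 2 were called lower, again *Cxcr2* and *Ccr1* (adjusted p = 0.38, and 0.39 with the block), and 5 higher, *Cxcl3*, *Cxcl1*, *Cxcl2*, *Ccl7* and *Cxcl10* (adjusted p = 0.0094, and 0.0092 with the block), with *Cxcl2* and *Ccl7* named after their values were seen. For the lower genes, chance gave 0.184 among protein-coding genes alone, chosen after seeing the data (one-sided Fisher's exact test, unadjusted p = 0.014, adjusted p = 0.063). The NES of the chemotaxis list was 1.57 (adjusted p = 0.013) and 1.67 with the block (adjusted p = 0.014), with 34 genes higher and 18 lower, and its adjusted p ran from 2.1e-05 to 0.17 over 14 alternatives. *Cxcl1* on chromosome 5 (91039094 to 91040974) rose from 2.22 ± 0.777 to 114 ± 70.4 (SD, n = 3). Its log2 fold change was 4.90 (standard error 0.67, adjusted p = 0.033, and 0.098 with the block). The Reactome set of chemokine receptors and their ligands had 41 genes tested, of which 26 were higher and 15 lower, with a NES of 1.67 (adjusted p = 0.0079) and 1.76 with the block (adjusted p = 0.0051).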

Intriguingly, genes involved in calcium signaling (GO:0019722 and GO:0051480) and secondary messenger-mediated signaling (GO:0019932) were down-regulated. We also performed gene set enrichment analysis (GSEA) [54] against the hallmark gene sets collected from the mouse molecular signatures database (MSigDB) [55]. The results revealed that TNF-α signaling via NF-κB and inflammatory response was ranked at the topmost enriched gene sets (Figure 3C, top panel), consistent with our previous GO-ORA and pro-inflammatory cytokine results. 

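The hallmark gene sets were not loaded here, and how far the hand-written lists share their genes was not examined. Results of these lists, that of reactive oxygen species included, are therefore no independent check of the hallmark sets. Of the 10 Reactome sets chosen before the values were seen, the cascade of Toll-like receptor 4 had 67 genes in the table, of which 46 were higher and 21 lower after LPS. Of the 67 genes, 11 were called higher and 1 lower. Its NES was 2.01 (adjusted p = 7.2e-06), and 2.39 (adjusted p = 4.8e-08) with the replicate block. Over 14 alternatives the adjusted p ran from 4.1e-08 to 0.150, the highest from camera with an estimated correlation between genes. The Reactome set of TNF signalling had only 8 genes in the table, 4 higher and 4 lower, and 0 of them were called in either direction, with 1 higher and 1 lower at an unadjusted p under 0.05. The NES of this small set was 1.06 (adjusted p = 0.50) and 1.15 with the block (adjusted p = 0.36).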

Notably, two mitochondrial activity-related pathways, oxidative phosphorylation, and reactive oxygen species, were also found to be enriched (Figure 3C, bottom panel), suggesting the involvement of mitochondria in response to LPS stimulation in cGAS^−/−^ neutrophils.

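The list of nuclear-encoded genes of oxidative phosphorylation held 80 genes, of which 54 are in the table, and 0 of the 13 mitochondrially encoded subunits are in it. After LPS, 39 of the 54 were higher and 15 lower, with a median log2 fold change of 0.69. The NES was 1.499 (adjusted p = 0.025) without the replicate block and 1.28 (adjusted p = 0.15) with the block and a ranking by moderated t. Ranked by moderated t without the block it was 1.23 (adjusted p = 0.20), so the drop came with the ranking. Ranked among protein-coding genes alone, a setting chosen after seeing the data, the NES was 1.18 (adjusted p = 0.30). Over 14 alternatives the adjusted p ran from 4.0e-10 to 0.48. Calls of higher expression fell on 3 genes, *Uqcrq*, *Sdhb* and *Ndufa12* (the last named after its values were seen), against 0.911 by chance (one-sided Fisher's exact test, adjusted p = 0.20 without the block and with it), and 1 gene, *Ndufs5*, was called lower. Adjusted over all genes tested, 1 gene had an adjusted p under 0.05, and adjusted over the list alone, 11, of which 5 were higher. Set against 10000 random lists of the same size matched on mean value, the median lay at percentile 99.1. It lay at percentile 90.6 of such lists drawn from protein-coding genes alone, likewise chosen after seeing the data, and at 84.1 of those matched also on length. *Uqcrq*, a subunit of complex III encoded on chromosome 11, rose from 3.76 ± 4.73 to 25.0 ± 3.96 scaled TPM (SD, n = 3), a log2 fold change of 2.90 (standard error 0.70, adjusted p = 0.10). *Sdhb*, a subunit of complex II encoded on chromosome 4, rose from 1.98, 1.34 and 4.87 in the untreated samples to 12.8, 15.4 and 12.9 after LPS, a log2 fold change of 2.09 (standard error 0.42, adjusted p = 0.070). The Reactome sets of respiratory electron transport, without and with ATP synthesis, gave NES of 1.54 (adjusted p = 0.034) and 1.47 (adjusted p = 0.048), and with the block 1.42 (adjusted p = 0.13) and 1.19 (adjusted p = 0.27). Here too a ranking by moderated t without the block gave similar values, 1.46 (adjusted p = 0.10) and 1.205 (adjusted p = 0.26). For reactive oxygen species, 34 of 49 listed genes are in the table, and 28 were higher and 6 lower. The NES was 1.90 (adjusted p = 5.2e-04), and 2.23 (adjusted p = 3.2e-05) with the block, and it was 1.60 (adjusted p = 0.0037) among protein-coding genes alone. Over 14 alternatives the adjusted p ran from 8.1e-07 to 0.12. Calls of higher expression fell on 5 genes, *Mgst1*, *Junb*, *Txnrd1*, *Egln2* and *Txn1*, the last 3 named after their values were seen, against 0.574 by chance (one-sided Fisher's exact test, adjusted p = 0.0022, and 0.0021 with the block), and 0 were called lower, with 0 lower at an unadjusted p under 0.05. *Junb* on chromosome 8 rose from 70.6 ± 19.5 to 418 ± 131 (SD, n = 3). Its log2 fold change was 2.53 (standard error 0.37, adjusted p = 0.037, and 0.082 with the block). The largest decreases of that list, in *Ptpa* (-0.87, adjusted p = 0.30) and *Prnp* (-0.70, adjusted p = 0.55, with 40.7% of its transcript near-identical to *Psmg4*), were not larger than the spread between samples allows.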

In addition to GO-ORA, we employed PROGENy [56] to predict the pathway activity of cGAS^−/−^ neutrophils in response to LPS. 

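The pathway weights of PROGENy were not used here, and hand-written lists of target or member genes stand in for them. Of 25 targets of p53, 17 were tested, and 14 were higher and 3 lower after LPS, with 0 called in either direction (6 higher and 0 lower at an unadjusted p under 0.05). Their NES was 1.72 (adjusted p = 0.0042), and 1.77 (adjusted p = 0.0093) with the replicate block, and the adjusted p ran from 2.6e-05 to 0.17 over 14 alternatives. The largest increases, in genes named after their values were seen, were in *Ddit4* (log2 fold change 3.27, adjusted p = 0.17), *Gadd45a* (3.08, adjusted p = 0.21) and *Gdf15* (2.84, adjusted p = 0.16), with all 3 LPS samples above all untreated ones. The largest decreases in that list were in *Zmat3*, with a log2 fold change of -0.35 (adjusted p = 0.55), and *Sesn2*, with -0.19 (adjusted p = 0.78). Of 20 targets of the WNT pathway, 14 were tested, 7 higher and 7 lower, and 0 were called (2 higher and 0 lower at an unadjusted p under 0.05). Their NES was 1.37 (adjusted p = 0.12), and 0.64 (adjusted p = 0.91) with the block and a ranking by moderated t, with a range of adjusted p from 0.071 to 0.91. A ranking by moderated t without the block also gave 0.64 (adjusted p = 0.91), so the drop came with the ranking. *Ccnd2* and *Fzd7* had the largest increases of that list, with log2 fold changes of 2.11 (adjusted p = 0.26) and 0.92 (adjusted p = 0.23). The Reactome set of Wnt signalling, with 157 genes tested, had a NES of 1.70 (adjusted p = 1.9e-04), and 1.68 (adjusted p = 0.0023) with the block, with 98 genes higher and 59 lower. Among protein-coding genes alone, a setting chosen after seeing the data, its NES was 1.23 (adjusted p = 0.13), and its adjusted p ran from 1.4e-05 to 0.33. Of 15 genes of the TRAIL pathway, 12 were tested, 7 higher and 5 lower, with 1 called higher, *Cflar*, and 0 called lower (0 lower also at an unadjusted p under 0.05). The NES of the TRAIL list was 1.55 (adjusted p = 0.031), and 1.46 (adjusted p = 0.10) with the block, with a range of adjusted p from 0.017 to 0.47. It was 1.35 (adjusted p = 0.19) ranked by moderated t without the block. *Cflar* on chromosome 1 (58750321 to 58798047), which encodes an inhibitor of this pathway and has near-identical stretches in 67 other genes, rose from 7.24 ± 4.90 to 40.8 ± 0.253 scaled TPM (SD, n = 3), a log2 fold change of 2.50 (standard error 0.46, adjusted p = 0.058). *Bid* on chromosome 6 had a log2 fold change of 1.91 (standard error 0.50, adjusted p = 0.12), with all 3 LPS samples above the untreated ones.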

The analysis revealed that NF-κB pathway activity increased significantly in cGAS^−/−^ neutrophils followed by TNF-α, p53, and, to a lesser extent, PI3K pathways after LPS stimulation; conversely, Trail and WNT pathway activity decreased significantly (Figure 3D). The expression levels of *Nfκb* in cGAS^−/−^ neutrophils increased significantly after LPS stimulation (Figure 3E), confirming our pathway activity prediction results. However, the *Nfκb* expression level, as it partially pertains to the activation of the NF-κB signaling pathway known to be located downstream of NETosis, LPS-TLR4, and cGAS-STING pathway activation, increased significantly in WT neutrophils but decreased significantly in neutrophils with cGAS deletion following LPS, bacterial DNA, or LPS + DNA stimulation (Figure 3E). Our findings suggest that cGAS has a regulatory role in neutrophils, as it can partially regulate cellular activation through the NF-κB signaling pathway. In summary, we demonstrated that bacterial DNA does not promote NETosis synergistically in the presence of LPS. According to our transcriptome analyses, in the absence of cGAS in neutrophils, LPS stimulation still induces pro-inflammatory cytokine production, oxidative phosphorylation, and reactive oxygen species pathways but reduces neutrophil effector functions, which may be mediated in part through the NF-κB signaling pathway.

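Among the cytokine genes in the table, *Il6* on chromosome 5 (30218112 to 30224979) rose from 0.325 ± 0.371 to 8.19 ± 5.05 scaled TPM (SD, n = 3), a log2 fold change of 2.61 (standard error 0.59, adjusted p = 0.090). *Il10* on chromosome 1 (130947581 to 130952711) was listed at 1.15, 24.2 and 32.1 in the untreated samples and at 230, 970 and 147 after LPS, a log2 fold change of 4.72 (standard error 1.24, adjusted p = 0.12). Both were called higher at an unadjusted p, with all 3 LPS samples above all untreated ones. With the replicate block their adjusted p was 0.14 and 0.17, and over the 12 alternatives it ran from 0.063 to 0.29 for *Il6* and from 0.10 to 0.28 for *Il10*. *Tnf* lies on chromosome 17, which the table does not cover. From the higher expression of genes of the LPS response, the gene sets of oxidative phosphorylation and reactive oxygen species, and the terms found among lower genes, the paper reasons that cytokine and mitochondrial responses to LPS persist without cGAS while effector functions of neutrophils fall, and it proposes that NF-κB signalling takes part in this.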

### 3.4. LPS or Bacterial Cell-Free DNA Activated NET Formation Partly through TLR4-Mediated cGAMP That Induced Mitochondrial Injury and Reduced Mitochondrial Activity

Because we showed that cGAS ablation hampered NETosis and that the secondary messenger-mediated signaling was reduced according to the transcriptome analysis, we, therefore, measured the production of 2′3′-cGAMP, a secondary molecule synthesized by cGAS that induces the STING pathway and inflammation. When WT neutrophils were stimulated with LPS, bacterial DNA, or both, the 2′3′-cGAMP synthesis increased significantly (Figure 4A); however, the synthesis was stopped nearly completely in neutrophils with cGAS deletion even in the presence of stimuli (Figure 4A,B). Moreover, we also examined the expression level of *Tlr4*, a cognate receptor of LPS to better understand the upstream mechanism of NETs formation. Indeed, the Tlr4 expression in neutrophils from WT and cGAS^−/−^ mice was suppressed after stimulation with LPS alone or LPS + DNA; bacterial DNA stimulation, on the other hand, highly induced *Tlr4* expression in WT neutrophils. Ligand-induced *Tlr4* expression was diminished in cGAS^−/−^ neutrophils (Figure 4C), indicating that cGAS may exert a regulatory role on *Tlr4* expression in activated neutrophils. Moreover, there is no synergistic effect on *Tlr4* expression in neutrophils when stimulated with both LPS and bacterial DNA.

### 3.5. cGAS Attenuated Mitochondrial Respiration but Not Glucose Metabolism in Neutrophils

Mitochondria are a source of cellular energy, but they can be damaged and release mtDNA and other molecules as DAMPs when under stress or under apoptotic conditions. 

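By complex of the respiratory chain, the 22 genes of complex I in the table had a median log2 fold change of 0.83 after LPS, with 17 higher and 5 lower, from -2.35 in *Ndufs5* to 2.42 in *Ndufb3*. The 4 genes of complex II had a median of 0.46, with 2 higher and 2 lower. In complex III the median of 8 genes was 0.72, with 6 higher, in complex IV that of 6 genes was 0.71, with 5 higher, and in complex V that of 13 genes was 0.49, with 9 higher. *Cycs*, the gene of cytochrome c, had a log2 fold change of -0.72. Complexes were not tested against each other, and *Ndufb3*, *Cycs* and the other genes at the ends of a complex were named after their values were seen. *Ndufs5* on chromosome 4 (123606481 to 123612002) fell from 34.5 ± 1.62 to 6.13 ± 1.88 scaled TPM (SD, n = 3), with a standard error of 0.32 and an adjusted p = 0.032 (0.10 with the replicate block, and from 0.010 to 0.16 over 12 alternatives), and 12.7% of its transcript is near-identical to a pseudogene on chromosome 16. *Cox7a2*, in complex IV, fell from 56.7 ± 15.9 to 15.2 ± 2.55 (SD, n = 3), a log2 fold change of -1.81 (standard error 0.34, adjusted p = 0.061). In 13 of the 54 genes all LPS samples lay above all untreated samples and in 10 all lay below, where 10% of genes would separate in either direction by chance.

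**Figure D4:**
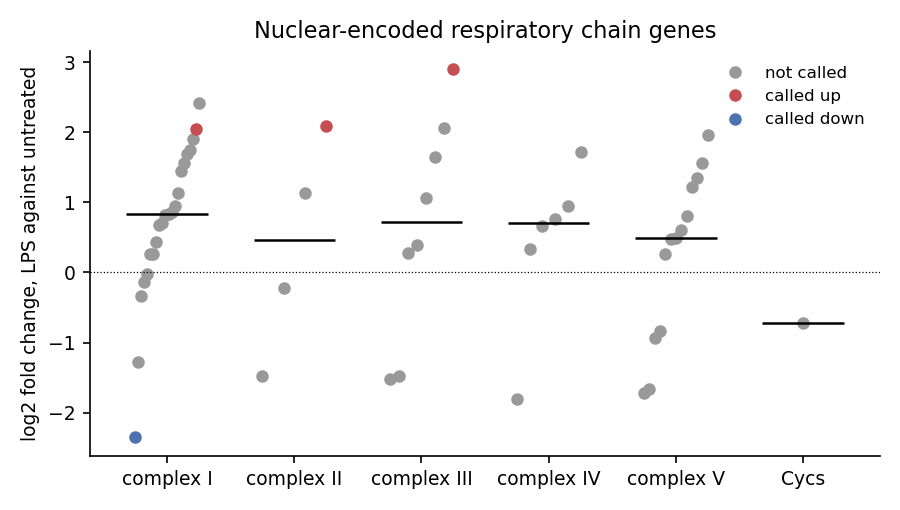
Log2 fold change, LPS against untreated, of each nuclear-encoded respiratory chain gene in the table, by complex, with a line at the median of each complex. Medians of the 5 complexes lie between 0.46 and 0.83 while single genes run from -2.35 to 2.90, and coloured points mark the 3 genes called higher and the 1 called lower.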

Our transcriptomic analysis confirmed that LPS stimulation induced two mitochondria-related pathways—oxidative phosphorylation and reactive oxygen species—in cGAS^−/−^ neutrophils (Figure 3C). Although we did not analyze the transcriptome of WT neutrophils, we included both WT and cGAS^−/−^ neutrophils in subsequent experiments to investigate the mitochondrial number and functions. Following stimulation with LPS, DNA, or both, the mitochondria in these neutrophils decreased significantly, as evidenced by a reduction in the levels of mitochondrial DNA (Figure 4D). In addition, the transmembrane potential also significantly decreased after neutrophils became active (Figure 4E). Despite these changes, however, there was no significant difference in the levels of mitochondrial DNA or membrane potential between WT and cGAS^−/−^ neutrophils.

The loss of mitochondrial membrane potential signals stress in mitochondrial biogenesis in which AMP-activated protein kinase (AMPK) is served as a metabolic sensor in response to changes in the AMP/ATP ratio [57]. AMPK is a heterotrimeric holoenzyme consisting of catalytic alpha subunits and regulatory beta and gamma subunits [58]. Skin fibroblasts from a patient with a mutation in the alpha catalytic subunits encoded by *PRKAA1* and *PRKAA2* were reported to exhibit a lower oxygen consumption rate and mitochondrial respiratory chain activity, especially the activity of complex I + complex III [59], implying that *PRKAA1* and *PRKAA2* can be used as surrogate markers to monitor AMPK activity and mitochondrial respiration. To indirectly evaluate mitochondrial respiration, we assessed the expression levels of *Prkaa1* and *Prkaa2*. The expression levels of *Prkaa1* significantly decreased in both WT and cGAS^−/−^ neutrophils stimulated with LPS but not DNA or LPS + DNA (Figure 4F). The expression levels of *Prkaa2*, on the other hand, significantly decreased in both WT and cGAS^−/−^ neutrophils stimulated with all ligands (Figure 4G). Again, no difference in the expression levels of these genes was observed between WT and cGAS^−/−^ neutrophils after stimulation.

To examine direct mitochondrial respiration and energy metabolism, we performed a mitochondrial efflux experiment on WT and cGAS^−/−^ neutrophils under different treatment conditions. The results showed that the maximal respiration and respiratory reserve significantly decreased in ligand-stimulated WT neutrophils but they were recovered in the absence of cGAS in neutrophils (Figure 4H,J,K). On the other hand, the glycolysis activity was not affected by ligand stimulation and cGAS deletion (Figure 4I,L). Then, we estimated glycolytic and mitochondrial ATP production rates from our neutrophils’ metabolic data and found that DNA-stimulated cGAS^−/−^ neutrophils significantly increased their mitochondrial ATP production rate compared to DNA-stimulated WT cells (Figure 4M). Finally, the bioenergetic profiles of the neutrophils in each group clearly indicated shifts in the bioenergetic phenotype of neutrophils where activated cGAS^−/−^ neutrophils changed their bioenergetic profiles from the glycolytic phenotype toward energetic phenotype (Figure 4N). Taking these results together, cGAS may negatively control oxygen consumption and mitochondrial ATP production in neutrophils in response to stimulation with bacterial cell-free DNA.

## 4. Discussion

In this study, we reported that uremia and leaky gut were found significantly in both WT and cGAS^−/−^ mice undergoing bilateral nephrectomy (BNx) when compared to the sham. Uremia-induced leaky gut can be partially initiated by uremic toxins, such as serum urea, nitrogen, and serum creatinine, that are excreted unintentionally into the intestine during renal impairment [29,60]. Interestingly, these toxins have been demonstrated to cause damage to enterocytes [61,62,63] and to selectively allow the growth of some bacteria with detoxification properties [11]. Consequently, the openings of enterocytes and translocation of pathogen molecules from the gut can occur, leading to uremia and systemic inflammation. Based on our findings and other reports, BNx may initiate kidney injury, the elevation of blood uremic toxins, gut damage and leakage, uremia, and systemic inflammation in our mouse model.

Uremia induced systemic inflammation in our BNx mouse model, as demonstrated by elevated serum cytokines, gut leakage, and bacteremia as well as dsDNA and NET-forming cells. Interestingly, a significant reduction in serum TNF-α, IL-6, dsDNA, and NET-forming cells in blood cells was observed in cGAS^−/−^ mice. Among various potent NETs inducers, LPS and cell-free DNA (from host or bacteria) have been extensively studied [64,65] and identified in blood during uremia [66,67]. Uremia-induced NETosis can be initiated by (a) the host’s necrotic renal parenchymal cells containing histone and self-nucleic acids from an injured kidney [68], (b) pathogen molecules from a damaged/leaky gut [21], and/or (c) direct activation by various uremic toxins [69]. Thus, a significant reduction in serum dsDNA in cCGAS^−/−^ mice may contribute in part to the lower NET formation of blood cells in systemically inflamed BNx mice.

Additionally, the observation of lower NET-forming cells, IL-6, and TNF-α cytokines in the blood serum from BNx cGAS^−/−^ mice prompted us to examine neutrophils. The ex vivo stimulation of neutrophils from WT and cGAS^−/−^ mice showed that NET formation, IL-6, and TNF-α production were impaired in the absence of cGAS. We have previously reported similar findings in macrophages in which the global genetic deletion or pharmacological inhibition of cGAS effectively attenuated TNF-α and IL-6 expression in macrophages [70,71]. In addition, *Pad4* expression was significantly reduced in cGAS^−/−^ neutrophils in our study. The *Pad4* gene has been reported to be dependent on IL-6 in neutrophils extracted from a rheumatoid arthritis mouse model [72], and it is essential for NET formation against bacterial infection in neutrophils [73]. A reduction in *Pad4* expression in cGAS^−/−^ neutrophils suggests that cGAS may be located upstream of the IL-6/PAD4/NET axis.

Despite our limited samples in the transcriptomic experiment, our analysis revealed NF-κB activity and mitochondrial-related activities after LPS stimulation in cGAS^−/−^ neutrophils. However, when compared to activated WT neutrophils, the *Nfκb* expression was significantly lower, suggesting the partial control of cGAS on neutrophil function through *Nfκb*. In our data, *Tlr4* was suppressed in WT and cGAS^−/−^ neutrophils when activated with LPS, which is in line with another report on alveolar macrophages from a rodent model of lung injury after resuscitation from hemorrhagic shock [74]. Several reports have also demonstrated that *Tlr4* expression is controlled by LPS concentration and NF-κB activity [72,75]. Although we found that cGAS highly induced *Tlr4* expression, additional experiments are required to demonstrate a clear link between cGAS and *Tlr4* expression. It has also been reported that the activation of the cGAS-STING pathway induces the TBK1-mediated activation of IRF3 and NF-κB pathways and results in type I interferon and pro-inflammatory cytokine production [73,76]. Combining our findings and reports with others, we propose that cGAS controls NET formation through the STING/TBK1/NF-κB/IL-6/PAD4 axis.

During BNx-induced uremia, both LPS and bacterial cell-free DNA are present in the bloodstream and might have a synergistic effect in inducing NETs formation. Our ex vivo experiments demonstrated that LPS or LPS + DNA, but not bacterial DNA alone, can induce NET formation to the same extent as the positive control PMA. This emphasizes that LPS is a potent NET inducer, which is consistent with other studies [12,76]. Again, our transcriptomic analysis revealed that the genes related to second-messenger-mediated signaling, including secondary molecules such as cGAMP, decreased substantially. We indirectly verified this finding by measuring 2′3′-cGAMP production and found that it was decreased in ligand-activated cGAS^−/−^ neutrophils compared to WT neutrophils. Although bacterial cell-free DNA has been demonstrated to be a potent TLR4 inducer that facilitates NET formation through the activation of TLR4-mediated downstream signaling pathways [21,77], we found that bacterial cell-free DNA induced NET formation to a similar extent in neutrophils from both strains, suggesting no synergistic effect of bacterial cell-free DNA on LPS in NET formation.

Furthermore, we observed a significant reduction in the relative number of mitochondria in neutrophils from both strains following stimulation with different ligands, consistent with the downregulation of genes related to the neutrophil activities identified in our transcriptome analysis. Additionally, we found a decrease in mtDNA levels, potentially attributed to LPS stimulation, which has been previously shown to inhibit mtDNA synthesis in a rat systemic inflammation model [78]. Interestingly, prior research has linked LPS stimulation to decreased CaMK-IV expression, a calcium signaling regulatory molecule, suggesting a potential association between calcium signaling and mtDNA synthesis. Our transcriptomic data revealed a down-regulation of genes related to calcium-mediated signaling in LPS-stimulated cGAS^−/−^ neutrophils, suggesting that LPS stimulation may inhibit the calcium signaling pathway in this model. However, further investigation is required to fully elucidate the role of calcium signaling in cGAS^−/−^ neutrophils.

Intriguingly, our findings showed that cGAS^−/−^ neutrophils exhibit less severe NETosis, a higher oxygen consumption rate, and higher mitochondrial ATP production, despite a similar mitochondrial abundance, mitochondrial transmembrane potential, and *Prkaa1* and *Prkaa2* expression. The cGAS/STING pathway has been shown to associate with both acute and chronic inflammation, as demonstrated in sepsis-induced acute lung injury and fibrosis in several organs [79,80,81]. Furthermore, it has been shown to be correlated with PRKAA, as demonstrated by the impaired cGAS/STING activation in AMPK inhibitors or AMPK deficient cells [82]. In the present study, LPS activation-induced cell injury may have led to a decrease in *Prkaa1* and *Prkaa2* expression, impairing the ability of the cells to switch to an alternative energy source [83]. Although no synergistic effect was observed between LPS and the bacterial cell-free DNA in NET formation, cGAS may be one of the receptors responsible for enhanced neutrophil activity after LPS stimulation. Moreover, our previous report on macrophages showed that cGAS plays a role in energy conservation, as evidenced by reduced glycolysis activity after cGAS deletion [37]. Taken together, the role of cGAS in cellular function may be cell-context dependent.

In addition to mitochondrial respiration, neutrophils can generate energy via alternative metabolic pathways such as (a) glycolysis, which converts glucose into pyruvate and produces ATP as a byproduct, (b) the pentose phosphate pathway, which generates NADPH and ribose-5-phosphate for nucleotide synthesis, (c) the fatty acid oxidation pathway, which breaks down fatty acids to produce ATP, and (d) amino acid catabolism, which involves the breakdown of amino acids to produce intermediates for the tricarboxylic acid cycle and ATP [84]. These pathways are used by neutrophils during cellular differentiation and effector functions. For example, immature neutrophils use fatty acid oxidation-mediated oxidative phosphorylation for energy production [85]. However, during NET formation they become dependent on glycolysis, bypassing the pentose phosphate pathway [86]. In degranulating neutrophils, both glycolysis and mitochondrial ATP production are involved [87]. In this study, cGAS deletion increased the mitochondrial ATP production rate but not the glycolytic ATP production rate in DNA-activated neutrophils. It also shifted activated neutrophils from a glycolytic towards an energetic state, which has been observed with less pro-inflammatory cytokines and NET formation. Our findings imply that cGAS plays a prominent role in neutrophils’ energy metabolism.

## 5. Conclusions

In conclusion, we demonstrated that LPS and bacterial cell-free DNA, which may originate from gut translocation induced by uremia, can increase NETosis in the BNx mouse model. However, the severity of the disease was reduced in mice deficient in cGAS. Deletion of cGAS restored mitochondrial respiration and shifted the bioenergetic phenotype from a glycolytic to an energetic state, which was accompanied by the decreased production of proinflammatory cytokines and NET formation in neutrophils (as shown in Figure 5). These findings highlight the significance of coordinated cellular responses in maintaining cellular homeostasis after an inflammatory insult. They also offer valuable insights into the interplay between neutrophils and mitochondria in the context of systemic inflammation induced by uremia, which is found particularly in patients undergoing frequent hemodialysis [29]. Finally, targeting cGAS may be an attractive strategy for attenuating uremia-induced acute kidney injury.

## Figures and Tables

**Figure 1:**
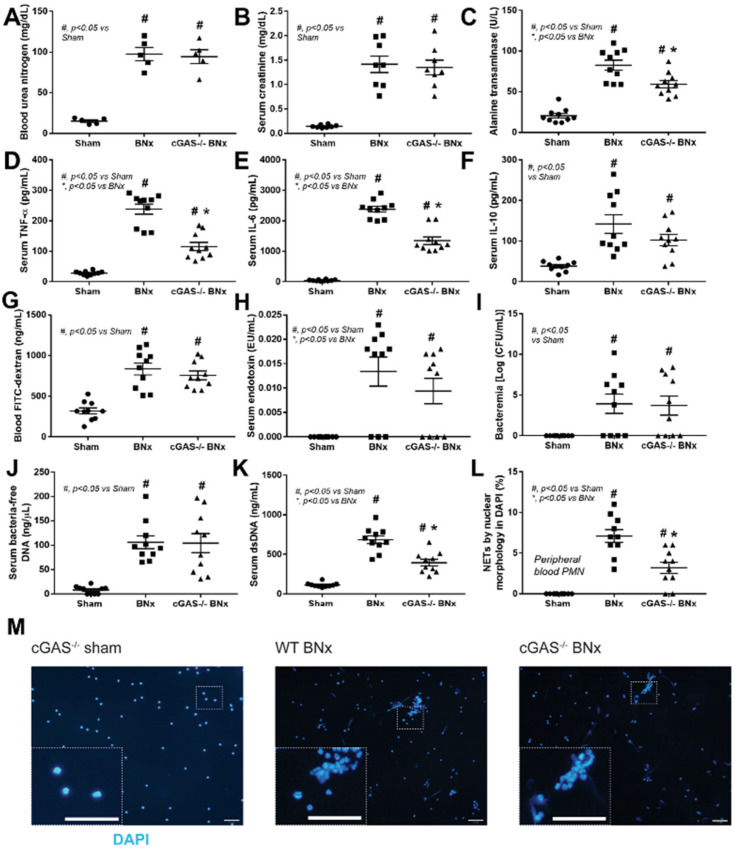
Characteristics of mice after bilateral nephrectomy. Bilateral nephrectomy (BNx) was performed (BNx) on wild-type (WT) and cGAS deficient (cGAS^−/−^) mice. cGAS^−/−^ mice were the sham control (sham). After 48 h of BNx or sham, the mice were sacrificed and biological samples were collected to determine uremia (blood urea nitrogen and serum creatinine) (**A**,**B**), liver damage (serum alanine transaminase) (**C**), serum cytokines (TNF-α, IL-6, and IL-10) (**D**–**F**), and gut barrier defect (FITC-dextran assay, endotoxemia, bacteremia, and bacteria-free DNA) (**G**–**J**). The parameters of neutrophil extracellular traps (NETs), including serum dsDNA (**K**) and NETs (**L**,**M**). (**L**) Indicates the number of cells stained with DAPI for nuclear morphology observation (n = 10 cells/group); (**M**) shows the representative images of those used in (**L**) (original magnification 200×; bar indicates 50 μm in length). The sham data of WT mice are not shown due to their non-difference to cGAS^−/−^ sham mice. *, *p* < 0.05 vs. BNx group; #, *p* < 0.05 vs. sham group. The statistical significance of the difference between the groups was determined by a one-way ANOVA with Tukey’s analysis.

**Figure 2:**
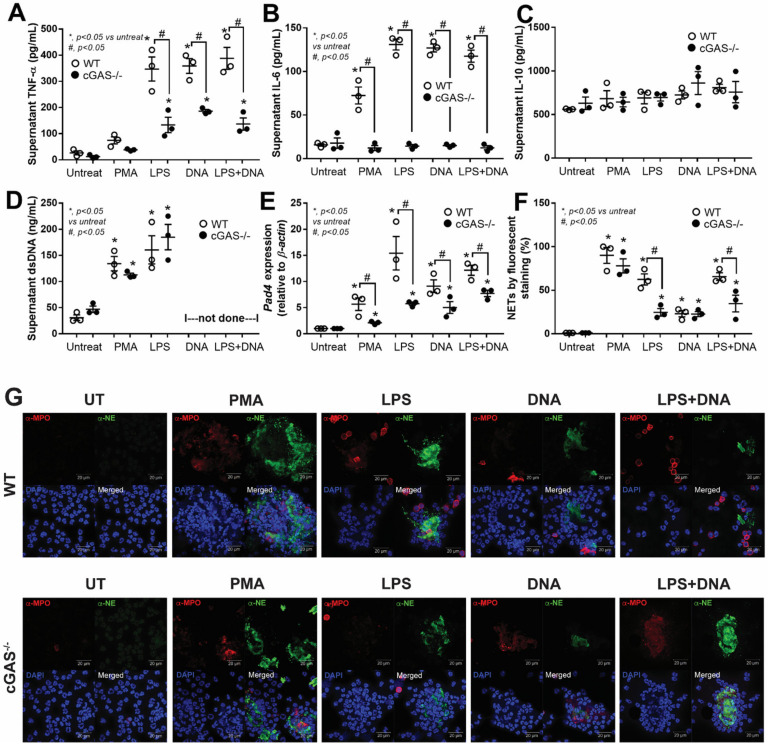
Characteristics of neutrophils under BNx-like conditions. Neutrophils isolated by peritoneal lavage from wild-type (WT) and cGAS deficient (cGAS^−/−^) mice were incubated for 2 h with media control (Untreated or UT), phorbol myristate acetate (PMA; an activator for neutrophil extracellular traps), lipopolysaccharide (LPS), bacterial cell-free DNA (DNA), or LPS with DNA (LPS + DNA). Supernatant cytokines (TNF-α, IL-6, and IL-10) (**A**–**C**) and NET parameters, including supernatant dsDNA (**D**), peptidyl arginine deiminase 4 (*Pad4*) expression (**E**), and NETs (**F**), which were estimated from the fluorescent staining of anti-myeloperoxidase (α-MPO) and anti-neutrophil elastase (α-NE). The representative fluorescent images of NETs in neutrophils (original magnification 630×; bar indicates 20 μm) are shown (**G**). The nucleus is in blue, α-MPO is in red, and α-NE elastase is in green. *, *p* < 0.05 vs. control group (Untreated); #, *p* < 0.05 vs. WT group. The statistical significance of the difference between groups was determined by a one-way ANOVA with Tukey’s analysis.

**Figure 3:**
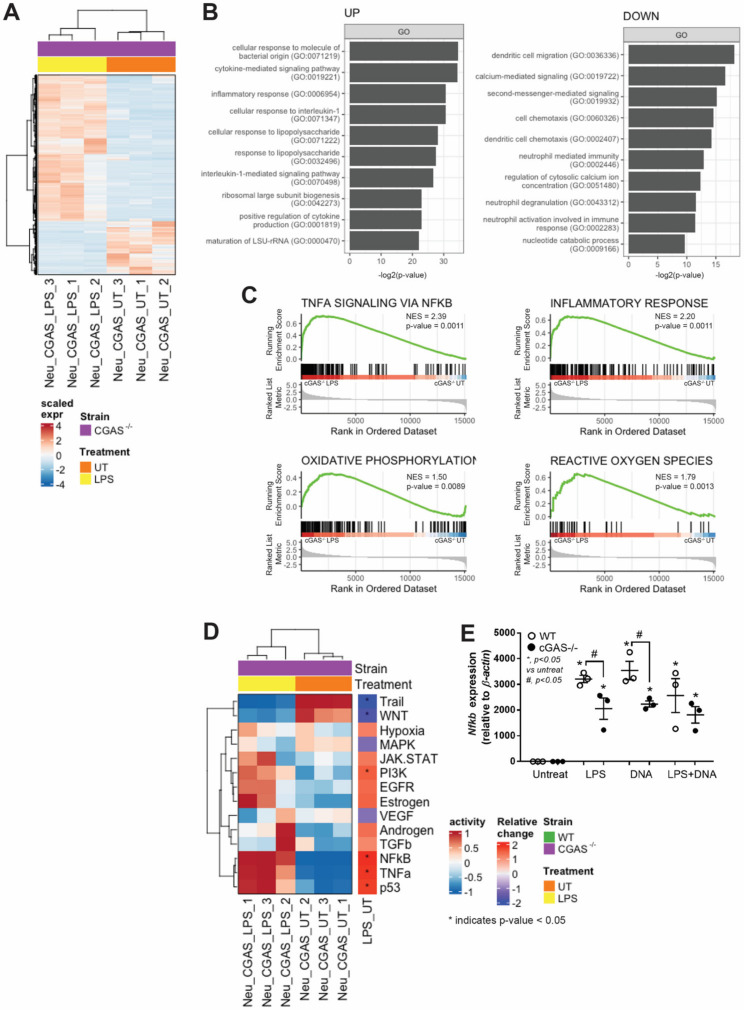
Transcriptome profiles of LPS-activated cGAS^−/−^ neutrophils. Peritoneal neutrophils from cGAS^−/−^ mice were treated with media control (UT) or lipopolysaccharide (LPS) for 2 h followed by RNA sequencing and pathway analysis. Differentially expressed genes (746 up-regulated genes and 271 down-regulated genes) are shown in a heatmap (**A**) The over-representation analysis (ORA) of up-and down-regulated genes from cGAS^−/−^ neutrophils treated with LPS in (**A**) are shown, presenting the top 10 most significant (*p* value < 0.05) biological processes based on the Gene Ontology database (**B**). The enrichment plots of selected pathways (with *p* value < 0.05 and FDR-adjusted *p* value < 0.05) from gene set enrichment analysis (GSEA) using the fold-change of genes from cGAS^−/−^ neutrophils (LPS vs. UT) (**C**). The predicted pathway activity as determined by PROGENy based on RNA-seq data (**D**). The Student’s *t*-test was used to calculate the statistical significance of the difference between activity scores from the LPS vs. UT groups. * indicates *p* value < 0.05. The expression levels of *Nfκb* in neutrophils after incubation with media control (Untreated), LPS (LPS), bacterial cell-free DNA (DNA), or LPS + DNA (**E**). *, *p* < 0.05 vs. control group (Untreated); #, *p* < 0.05 vs. WT group. The statistical significance of the difference between the groups is determined by a one-way ANOVA with Tukey’s analysis.

**Figure 4:**
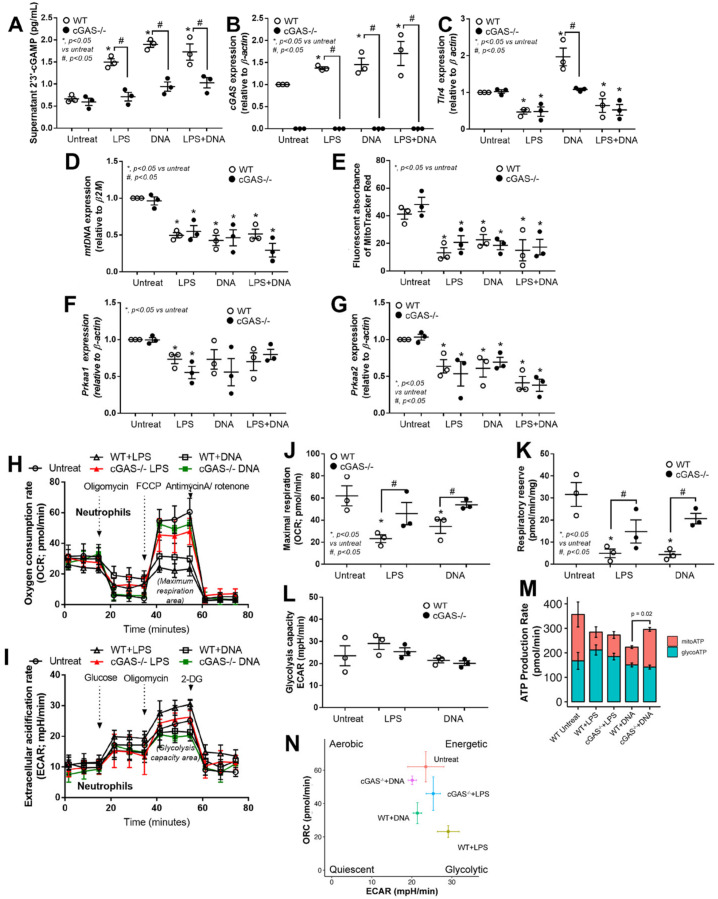
cGAS attenuated mitochondrial respiration but not glucose metabolism in neutrophils. Peritoneal neutrophils from wild-type (WT) and cGAS deficient (cGAS^−/−^) mice were incubated with media control (Untreated), lipopolysaccharide (LPS), bacterial cell-free DNA (DNA), or LPS with DNA (LPS + DNA) and measured for supernatant 2′3′-cyclic GMP-AMP (2′3′-cGAMP) (**A**), expression of cyclic GMP-AMP synthase (cGAS) (**B**), Toll-like receptor 4 (*Tlr4*) (**C**), mitochondrial DNA (mtDNA) (**D**), mitochondrial transmembrane potential (fluorescent MitoTracker red) (**E**), protein kinase AMP-activated catalytic subunit alpha 1 and alpha 2 (*Prkaa1* and *Prkaa2*, respectively) (**F**,**G**), and extracellular flux analyses, including oxygen consumption rate (OCR) (**H**), extracellular acidification rate (ECAR) (**I**), maximal respiration (**J**), respiratory reserve (**K**), and glycolysis (**L**). *, *p* < 0.05 vs. control group (Untreated); #, *p* < 0.05 vs. WT group. The statistical significance of the difference between the groups is determined by a one-way ANOVA with Tukey’s analysis. (**M**) The total rate of ATP production was calculated as the sum of the glycolytic ATP rate (glycoATP) formation and mitochondrial-derived ATP rate (mitoATP) formation that was estimated from the ATP-linked OCR, assuming a P/O ratio of 2.75. Error bars are SEM (n = 3 biological replicates). *p* value of the Student’s *t*-test (mitoATP; WT + DNA vs. cGAS^−/−^ + DNA). (**N**) Bioenergetic profiles of the neutrophils in each condition. Data shown are the mean ± SEM (n = 3 biological replicates).

**Figure 5:**
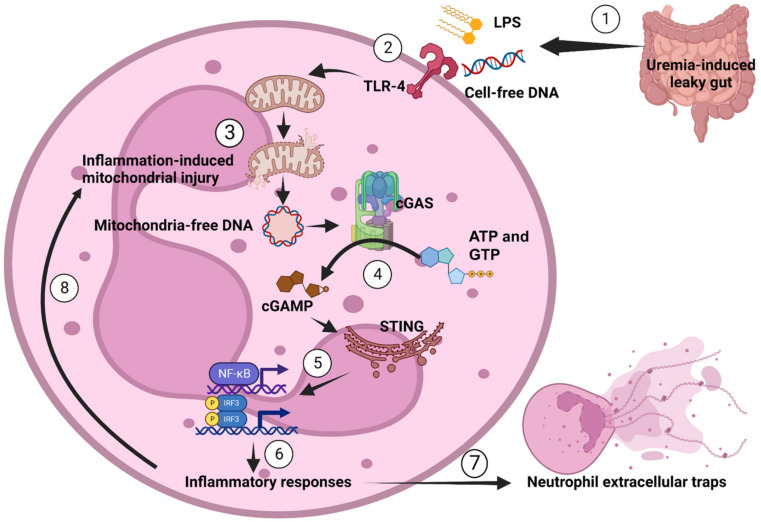
The proposed hypothesis demonstrates a possible impact of cGAS on neutrophils during uremia-induced leaky gut. As the pathogen molecules, including lipopolysaccharide (LPS) and bacterial cell-free DNA (cell-free DNA), from the gut (1) are recognized by TLR4 (2), they cause inflammation-induced mitochondrial injury and the generation of mitochondrial DNA (mtDNA) (3) that is recognized by cGAS (4) and induces cyclic GMP-AMP (cGAMP). Then, cGAMP activates the stimulator of interferon genes (STING), resulting in the transcription of pro-inflammatory genes (5) that further induce inflammation (6), causing neutrophil extracellular traps (NETs) (7) and/or activating more mitochondrial injury (8) and repeating the processes for NETosis (cell death by NETs).

## Data Availability

Raw RNA sequencing data were generated at the Omics Science and Bioinformatics Center, Chulalongkorn University, Bangkok, Thailand. RNA sequencing data of neutrophils was deposited in the Gene Expression Omnibus database (GSE220693).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines11041208/s1, Table S1: Detailed statistical data from all figures; Table S2: Detailed statistical data from Figure 4M.

# Supplementary material for: Cyclic GMP–AMP Synthase (cGAS) Deletion Reduces Severity in Bilateral Nephrectomy Mice through Changes in Neutrophil Extracellular Traps and Mitochondrial Respiration
**Source:** Biomedicines. 2023 Apr 18;11(4):1208. doi: 10.3390/biomedicines11041208
**Supplement:** Supplementary file 1

**Table S1.** Detailed statistical data from figures.

| <b>AVONA value</b> | <b>F</b> | <b>DF</b> | <b>p-value</b> |
|--------------------|----------|-----------|----------------|
| Fig 1A             | 105      | 2         | <0.0001        |
| 1B                 | 30.46    | 2         | <0.0001        |
| 1C                 | 44.89    | 2         | <0.0001        |
| 1D                 | 72.51    | 2         | <0.0001        |
| 1E                 | 171.4    | 2         | <0.0001        |
| 1F                 | 11.22    | 2         | 0.0003         |
| 1G                 | 24.1     | 2         | <0.0001        |
| 1H                 | 9.096    | 2         | 0.001          |
| 1I                 | 5.281    | 2         | 0.0116         |
| 1J                 | 16.4     | 2         | <0.0001        |
| 1K                 | 58.2     | 2         | <0.0001        |
| 1L                 | 34.77    | 2         | <0.001         |
| Fig 2A             | 32.96    | 9         | <0.0001        |
| 2B                 | 107.6    | 9         | <0.0001        |
| 2C                 | 1.318    | 9         | 0.2887         |
| 2D                 | 14.39    | 9         | 0.0001         |
| 2E                 | 14.31    | 9         | <0.0001        |
| 2F                 | 29.56    | 9         | <0.0001        |
| Fig 3E             | 15.96    | 7         | <0.0001        |
| Fig 4A             | 23.7     | 7         | <0.0001        |
| 4B                 | 49.14    | 7         | <0.0001        |
| 4C                 | 4.32     | 7         | 0.0073         |
| 4D                 | 12.88    | 7         | <0.0001        |
| 4E                 | 6.854    | 7         | 0.0007         |
| 4F                 | 2.805    | 7         | 0.0415         |
| 4G                 | 6.669    | 7         | 0.0008         |
| 4J                 | 4.95     | 4         | 0.0184         |
| 4K                 | 9.584    | 4         | 0.0019         |
| 4L                 | 1.87     | 4         | 0.1925         |

**Table S2.** Detailed statistical data from Figure 4M.

| Parameters | group1       | group2      | t-statistic | DF         | P-value | Adjusted p-value |
|------------|--------------|-------------|-------------|------------|---------|------------------|
| mitoATP    | WT Untreat   | WT+LPS      | 2.10167784  | 2.68924113 | 0.137   | 1                |
| mitoATP    | WT Untreat   | cGAS-/-+LPS | 1.9187538   | 2.29306467 | 0.179   | 1                |
| mitoATP    | WT Untreat   | WT+DNA      | 2.27219849  | 2.04773175 | 0.148   | 1                |
| mitoATP    | WT Untreat   | cGAS-/-+DNA | 0.68873902  | 2.08933053 | 0.559   | 1                |
| mitoATP    | WT+LPS       | cGAS-/-+LPS | -0.5836745  | 3.41469311 | 0.596   | 1                |
| mitoATP    | WT+LPS       | WT+DNA      | 0.01121327  | 2.2673589  | 0.992   | 1                |
| mitoATP    | WT+LPS       | cGAS-/-+DNA | -3.5420488  | 2.49497939 | 0.051   | 1                |
| mitoATP    | cGAS-/- +LPS | WT+DNA      | 1.01700699  | 2.63148456 | 0.393   | 1                |
| mitoATP    | cGAS-/- +LPS | cGAS-/-+DNA | -4.1690337  | 3.11106328 | 0.023   | 0.46             |
| mitoATP    | WT+DNA       | cGAS-/-+DNA | -8.5842557  | 3.66229177 | 0.001   | 0.02             |
| glycoATP   | WT Untreat   | WT+LPS      | -1.1097044  | 3.26648681 | 0.342   | 1                |
| glycoATP   | WT Untreat   | cGAS-/-+LPS | -0.4764028  | 2.60417074 | 0.671   | 1                |
| glycoATP   | WT Untreat   | WT+DNA      | 0.46805426  | 2.21587378 | 0.682   | 1                |
| glycoATP   | WT Untreat   | cGAS-/-+DNA | 0.71778624  | 2.21765739 | 0.541   | 1                |
| glycoATP   | WT+LPS       | cGAS-/-+LPS | 1.0915542   | 3.45911075 | 0.345   | 1                |
| glycoATP   | WT+LPS       | WT+DNA      | 2.76564417  | 2.59288411 | 0.082   | 1                |
| glycoATP   | WT+LPS       | cGAS-/-+DNA | 3.16405731  | 2.59758763 | 0.062   | 1                |
| glycoATP   | cGAS-/- +LPS | WT+DNA      | 2.17206117  | 3.24716521 | 0.111   | 1                |
| glycoATP   | cGAS-/- +LPS | cGAS-/-+DNA | 2.73060872  | 3.25524456 | 0.066   | 1                |
| glycoATP   | WT+DNA       | cGAS-/-+DNA | 0.77815492  | 3.99993149 | 0.48    | 1                |

How the deposited data were processed for this re-analysis (not part of the article)

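RNA sequencing values of neutrophils from the peritoneum of cGAS-/- mice were analysed, 3 untreated and 3 after 2 h with LPS, with the groups taken from the sample titles and treatment labels. The authors aligned the reads to GRCm39 with STAR, quantified transcripts with Kallisto and normalized with edgeR before the values were deposited, as the methods of the paper say, without the annotation release. The deposited values were taken as TPM averaged over the transcripts of a gene and divided by 1 factor per sample, although the table is named as one of normalized counts. The factor was read from the values themselves, and no check of the averaging is reported. Read counts cannot be recovered from them. The number of reads per sample is therefore unknown, the spread between the 3 samples of a group is the only measure of precision, and tests that need counts were not run. The main setting fixed beforehand for linear values, log2(value + 1), was used.

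Genes were matched to GENCODE M39 by name (35599 genes) or identifier (983), 12 more panel genes by an older symbol, and 1763 received a gene type alone from RefSeq. No match was found for 382. Matching by older symbols and RefSeq types was added after a first run had been seen, because some respiratory chain genes had lacked a length, and every test was then recomputed. No side of a limit changed by this. The 15690 genes at 0 in all samples were left out, and a fit with them kept was added. Those matched to GENCODE lie on chromosomes 1 to 12, the first part of 13 and, for 1 gene, X. The 1763 genes with a type alone and the 382 without a match were given no position, so where they lie was not determined.

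Each of the 23049 remaining genes was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend, two-sided) on all 6 samples, LPS against untreated, without covariates. Genes were called at an unadjusted p under 0.01 and a log2 fold change of more than 2 in either direction, the limits of the paper, and Benjamini-Hochberg adjusted p values are given per gene. The replicate numbers of the sample titles served as a block in a further fit, and the paper states no pairing. Gene lists were ranked by log2 fold change and tested with fgsea 1.28.0 (exponent 1, smallest set of 3 genes), adjusted over the 13 hand-written lists with genes in the table, and separately over 10 Reactome sets from the mouse pathway file of fgsea. With the block, genes were ranked by moderated t. The block left the log2 fold changes of the named genes unchanged, so a NES with the block differs from the main one in its ranking as well. Called genes in a list were counted against all genes tested with a one-sided Fisher's exact test, adjusted over 26 tests. Marker lists of 8 cell types and the respiratory chain list were set against 10000 random lists matched on mean value. Principal components and Ward clustering used log2 values.

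The genes named are those the paper names, the 5 called genes with the largest change in each direction whose groups do not overlap, and up to 4 per list. For each list these are the called genes with the largest change in the direction of the claim and the 2 with the largest change in the other direction. Other genes are said to be named after their values were seen. A stretch of a named gene counted as near-identical to another gene at 95% identity or more over at least 150 bases. Pseudogenes were assigned to their closest gene with blastn 2.17.0 at 90% identity or more over at least 50% of their length, leaving out hits that overlap their own locus, a limit added after a first run. Primers were located in transcripts and the genome by exact match, with genomic sites at most 5000 bases apart.

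Alternatives set beforehand were other limits, pseudocounts of 0.1 and 5, filters on the mean, quantile normalization, centring on the median, eBayes without a trend, the block, leaving out each sample in turn (6 fits), camera with a correlation of 0.01 or an estimated one, and other rankings and exponents. Added after seeing the data were protein-coding genes alone, voom, pseudocounts of 0.01 and 0.5, combinations of a pseudocount of 0.1 with the block or a filter, lower filters of 0.5 and 0.1 on the mean, genes at 0 kept, and an adjusted p under 0.05 without a fold limit. All 10 splits of the samples into 3 and 3 were fitted. The pipeline was tested on simulated data of the same size, where a log2 change of 3 was called in 99 of 100 raised and 100 of 100 lowered genes. Of the unchanged genes, 2 were called. The simulated noise was normal and independent between genes, its spread followed the mean value alone, and only genes of higher mean value were changed. These rates therefore show that the code runs as meant and do not give the rates in the real data. GO terms, hallmark sets and PROGENy weights were not loaded here, and the list of 13 mitochondrially encoded subunits has 0 genes in the table. Overlap of the hand-written lists with those sets was not examined. The random seed was 20231. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were also used.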

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

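Of the tests below, that of the interferon list among protein-coding genes alone, that with each sample left out, the counts of splits for lists and the comparison of *Gm15899* with *Actr3* were chosen only after the result was seen.

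Genes of the type I interferon response stand out because the paper reports no result for them from these samples, and the list moved after LPS. Of 36 listed genes, 30 are in the table, and 26 were higher and 4 lower, with a median log2 fold change of 1.02. The normalized enrichment score (NES) was 2.02 (adjusted p = 2.0e-05), and 2.32 (adjusted p = 1.8e-06) with the replicate block. *Cxcl10* (log2 fold change 2.70, adjusted p = 0.10), *Xaf1* (2.29, adjusted p = 0.085) and *Ifih1* (2.15, adjusted p = 0.051) were called higher, all 3 LPS samples lying above all untreated ones, and 0 genes were called lower (0 also at an unadjusted p under 0.05). For *Xaf1*, 7.27% of the transcript is near-identical to a gene on chromosome 19. These 3 calls exceed the 0.506 that chance gives, at an adjusted p of 0.060 (one-sided Fisher's exact test), and with the block 2 were called (adjusted p = 0.26). *Ifnb1* was listed at 0 in all untreated samples and in 1 LPS sample, with 2.15 and 0.955 in the others.

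A shift of all protein-coding genes against pseudogenes and short transcripts would leave no rise among protein-coding genes alone, but the adjusted p there was 4.979e-04. Transcript length and mean value were matched in random lists of protein-coding genes, and the median of the interferon list lay at percentile 99.31. The largest adjusted p with any 1 sample left out was 2.513e-04. These 3 tests, on the hand-written list, go against the explanations they address. The Reactome set of interferon alpha and beta signalling, with 10 genes tested and 9 of them higher, had a NES of 1.53 (adjusted p = 0.060), and 1.81 (adjusted p = 0.0043) with the block. Among protein-coding genes alone the NES of this set was 1.36 (adjusted p = 0.13), so that it did not pass there. Over 14 alternatives its adjusted p ran from 0.0034 to 0.15. For the hand-written list the adjusted p ran from 1.4e-09 to 0.17 over 14 alternatives, the highest with camera and an estimated correlation between genes, where the rise did not pass 0.05. The real split gave 10 lists past an adjusted p of 0.05, against 3, 7 and 4 in the other splits that part as many same-numbered pairs, 1 of 4. This counts all lists and not the interferon list, whose own score was not compared across splits. No share could be lower than 1 of 4, so the count could not decide, and by it alone the rise cannot be told apart from a random split of the samples. A different mixture of cells after LPS was not tested for this list. A response of the neutrophils to LPS may explain the rise but remains 1 of several possibilities.

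*Gm15899*, a processed pseudogene the paper does not discuss, was at most 0.00018 scaled TPM in the untreated samples and 260.0, 281 and 287 after LPS. The difference on the log2(scaled TPM + 1) scale was 8.11 (adjusted p = 3.9e-04, and from 2.3e-05 to 0.042 over 12 alternatives). Its sequence is identical to part of *Actr3*, a gene inside the chromosomes of the table, and 0 protein-coding genes elsewhere matched it at 90% identity or more over at least 50% of its length. This goes against reads from a close copy outside the table, while genes under these limits and genes that are not protein-coding were not tested. *Actr3* itself had values of 26.2, 74.9 and 41.2 in the untreated and 59.5, 66.3 and 52.5 in the LPS samples, a log2 fold change of 0.4409 (adjusted p = 0.59). Reads of the identical stretch could be assigned to either gene, and the rise cannot be told apart from such an assignment. *Gm15899* also lies within *Cbfa2t3* on the same strand, a gene named after its values were seen, with a log2 fold change of 0.63 (adjusted p = 0.33).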

How the results depend on the processing

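Of 1412 comparisons between a result and an alternative, 1199 kept the direction and the side of the limit and 213 did not. The cause was not tested for any of the changes. The settings called added were chosen after seeing the data, the others before the data were examined. The depth of the samples is unknown, which leaves the precision of low values open.

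The numbers of genes called higher and lower, 389 and 301, were 10 and 29 at an adjusted p under 0.01, 834 and 673 with a log2 fold change beyond 1, 856 and 493 with a pseudocount of 0.1, and 129 and 168 with a pseudocount of 5. With added settings they were 1552 and 177 by voom, 967 and 512 with a pseudocount of 0.01, 300 and 45 among protein-coding genes alone, 644 and 421 with a pseudocount of 0.1 and the block, and 601 and 432 with a pseudocount of 0.1 and a mean of at least 1. An adjusted p under 0.05 without a fold limit, also added, gave 206 and 218. Leaving out each sample gave 260 to 463 higher and 263 to 394 lower genes. The remaining alternatives, among them quantile normalization, centring, no trend and the block, stayed within 1.5 times of both counts. Higher genes were 56.4% of all calls, 89.8% by voom, 25.6% at an adjusted p under 0.01, 43.4% with a pseudocount of 5 and 87.0% among protein-coding genes alone. Centring moved this share to 50.2%. The median log2 fold change of all genes was 0.013, and -0.088 with centring, 0.15 with a pseudocount of 0.1, 0.13 with a mean of at least 1, 0.67 by voom and 0.44 with a pseudocount of 0.01. With the block an adjusted p under 0.05 was reached by 1 higher and 15 lower genes, against 206 and 218 without it.

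Normalized enrichment scores (NES) are given in what follows with the value of the main setting in brackets. Camera gives an adjusted p in place of a NES. With a correlation of 0.01 it was 0.0702 for leukocyte chemotaxis, 0.148 for granules, 0.111 for oxidative phosphorylation, 0.320 for TRAIL, 0.0770 for the Reactome sets of chemokine receptors and of respiratory electron transport, 0.139 for the latter with ATP synthesis and 0.0815 for Wnt, all weaker. The Reactome interferon set was stronger (0.0192), and that of TRAIL reversed its direction (0.924). With an estimated correlation the adjusted p was 0.117 for interleukin-1 and for reactive oxygen species, 0.297 for the large ribosomal subunit, 0.168 for chemotaxis, p53 and interferon, 0.783 for granules, 0.479 for oxidative phosphorylation and 0.470 for TRAIL, none under 0.05. In the Reactome sets it was 0.618 for chemokine receptors, 0.150 for interleukin-1 and for Toll-like receptor 4, 0.506 for respiratory electron transport, 0.618 with ATP synthesis and 0.330 for Wnt, and the TRAIL set was again reversed (0.928). The list of the LPS response kept an adjusted p under 0.05 in all 14 alternatives.

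An exponent of 0 gave 1.10 [1.55] for TRAIL, weaker, and 2.10 [1.53] for the Reactome interferon set, stronger. A mean of at least 1 gave -0.635 [0.736] for glycolysis, reversed, and, weaker, 1.17 [1.41] for granules, 1.29 [1.499] for oxidative phosphorylation, 1.38 [1.54] for respiratory electron transport and 1.25 [1.47] with ATP synthesis. Ranking by moderated t gave 1.23 for oxidative phosphorylation, 1.35 for TRAIL, 1.46 for respiratory electron transport and 1.205 with ATP synthesis, all weaker, and 1.62 for the Reactome interferon set, stronger. The block, with moderated t, reversed calcium signalling (-1.11 [1.04]) and glycolysis (-0.958). It gave weaker values for oxidative phosphorylation (1.28), TRAIL (1.46), respiratory electron transport (1.42) and the set with ATP synthesis (1.19), and a stronger one for the Reactome interferon set (1.81). Quantile normalization gave 0.656 [-0.662] for the Reactome glycolysis set, reversed, and 1.63 for the Reactome interferon set, stronger. Among protein-coding genes alone, an added setting, values were weaker for chemotaxis (1.33 [1.57]), granules (1.08), oxidative phosphorylation (1.18), TRAIL (1.43), respiratory electron transport (1.32), the set with ATP synthesis (1.22) and Wnt (1.23 [1.70]). Glycolysis (-0.731) and the Reactome TRAIL set (-0.514 [0.524]) were reversed there. The median log2 fold change of the respiratory chain, 0.69, was the same there, but its p against random lists was 0.189 in place of 0.0178.

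The number of genes of a list called higher changed as follows. At an adjusted p under 0.01 it was 0 [7] for interleukin-1, 1 [5] for reactive oxygen species and 0 [4] for the large ribosomal subunit, which at an unadjusted p under 0.05 have 13, 11 and 14 higher genes. The large ribosomal subunit had 3 with the block and 4 among the genes above the median by mean, neither under an adjusted p of 0.05. In all, 13 such comparisons were weaker and 9 stronger. Stronger ones came for granules, 4 genes in the main setting, with 11 at a log2 fold change beyond 1 (adjusted p = 0.0019), 7 with the block and 4 to 8 as a sample was left out. The interferon list, with 3 in the main setting, had 5 at a log2 fold change beyond 1 and 1 to 5 as a sample was left out, with a lowest adjusted p of 6.8e-04. For oxidative phosphorylation, 6 genes were called lower at a log2 fold change beyond 1 (adjusted p = 0.018), against 1 in the main setting. Chemotaxis was weaker at an adjusted p under 0.01 (0 called, with 12 higher at an unadjusted p under 0.05), and had 4 to 7 as a sample was left out.

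As each of the 6 samples was left out, some results crossed the limit or 0 at least once. The NES ran from 0.955 to 1.66 for granules, 1.42 to 1.57 for chemotaxis, 1.39 to 1.62 for oxidative phosphorylation, 1.23 to 1.63 for TRAIL and -1.03 to 1.08 for glycolysis. In the Reactome sets it ran from 1.46 to 1.77 for chemokine receptors, -0.991 to 0.802 for glycolysis, 1.42 to 1.62 for interferon, 1.40 to 1.60 for respiratory electron transport, 1.31 to 1.59 with ATP synthesis and -1.19 to 0.901 for TRAIL. Genes called higher ran from 1 to 8 for the large ribosomal subunit, 0 to 5 for oxidative phosphorylation (11 higher at an unadjusted p under 0.05 with all samples) and 3 to 6 for reactive oxygen species. Median log2 fold changes of marker lists ran from -0.89 to 0.23 for B cells, -0.084 to 0.16 for T and NK cells, -0.037 to 0.16 for eosinophils and -0.016 to 3.05 for erythroid cells. Log2 fold changes ran from -0.23 to 0.39 for *Actb*, -0.85 to 0.24 for *Irak2*, -0.24 to 0.011 for *Irf3*, -0.69 to 1.37 for *Padi4*, -0.42 to 0.046 for *Sesn2*, -0.85 to 0.077 for *Tlr4* and -0.70 to 0.49 for *Tlr9*.

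Other reversals were those of T and NK cell markers with centring (-0.074 [0.027]) and quantile normalization (-0.020), of *Padi4* with a pseudocount of 5 (-0.089 [0.15]), and of *Sesn2* (0.0046 [-0.19]) and *Tlr9* (0.091 [-0.15]) with quantile normalization. Over the 56 named genes 15 comparisons were reversed, 59 weaker and 8 stronger, of which leaving out a sample gave 12, 41 and 5. The Reactome TRAIL set had too few genes for a NES with a mean of at least 1. Not run were a test on counts, since the values are not counts, and a test of mitochondrially encoded subunits, of which 0 are in the table.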

Differences from the paper's values

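With the limits the paper states, 389 genes were higher after LPS against the paper's 746, and 301 were lower against the paper's 271. Only 65.8% of annotated protein-coding genes are in the table, and the paper states no such limit. Whether its counts rest on the same genes is unknown, and the alternatives below leave this open. Among the alternatives set before the data were examined, a log2 fold change beyond 1 (834 genes higher) and a pseudocount of 0.1 (856 higher) fell within 1.5 times the paper's value. Under these 2 the lower genes, 673 and 493, then differed by more than 1.5 times. The other alternatives set before the data were examined gave 10 (adjusted p under 0.01), 129 (pseudocount 5), 340 (no trend), 360 (centring), 387 (block), 401 (quantile normalization), 401 (genes above the median by mean) and 406 (mean of at least 1) higher genes. Leaving out each sample gave 260 to 463, and none of these closed the gap. Of the settings chosen after seeing the values, a pseudocount of 0.5 (560 higher, 375 lower) came within 1.5 times for both counts, and a pseudocount of 0.01 (967 higher, 512 lower), a pseudocount of 0.1 with the block (644, 421) and with a mean of at least 1 (601, 432) for the higher genes alone.

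The paper finds terms of neutrophil degranulation and activation among genes that fell. Here 2 of 87 genes of the granule list were called lower against 1.14 by chance (one-sided Fisher's exact test, unadjusted p = 0.315), and the list as a whole ranked toward higher expression, with a normalized enrichment score (NES) of 1.41 (adjusted p = 0.045). That rank did not hold among protein-coding genes alone, chosen after seeing the values, where the NES was 1.08 (adjusted p = 0.43, and from 2.1e-05 to 0.78 over 14 alternatives). Against protein-coding genes matched on length and mean value, the median log2 fold change of the list, 0.18, lay under their median of 0.40, at percentile 5.42. The unadjusted p was under 0.05 without untreated replicate 1 (Fisher's exact p = 0.0364), a setting set before the data were examined, and among protein-coding genes alone (Fisher's exact p = 0.0377), chosen after seeing the values. Chance gave 0.307 among protein-coding genes, against 1.14 in a background that also holds pseudogenes and short RNAs. The adjusted p over the alternatives ran from 0.109 to 1.

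The paper also finds terms of calcium and second-messenger signalling among genes that fell. In the list used here 2 of 72 genes were called lower (one-sided Fisher's exact test, unadjusted p = 0.242), and its NES was 1.04. The unadjusted p was under 0.05 without LPS replicate 2 (Fisher's exact p = 0.0127) and, in a setting chosen after seeing the values, among protein-coding genes alone (Fisher's exact p = 0.0266). The adjusted p ran from 0.055 to 1. With the replicate block the NES was -1.11 (adjusted p = 0.314).

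Leukocyte chemotaxis, which Figure 3B lists for genes that fell, had 2 of 52 genes called lower (one-sided Fisher's exact test, unadjusted p = 0.148) and 5 called higher. The unadjusted p of the lower genes was under 0.05 without untreated replicate 1 (Fisher's exact p = 0.0395) and, in a setting chosen after seeing the values, among protein-coding genes alone (Fisher's exact p = 0.0144). The adjusted p ran from 0.063 to 1.

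The paper reports lower activity of the Trail and WNT pathways after LPS, from weights not used here. The hand-written lists gave a NES of 1.55 for TRAIL and 1.37 for WNT targets, and no alternative gave a negative NES for either list. The Reactome set of TRAIL signalling, with 3 genes, had a NES of 0.524, and a negative one without untreated replicate 1 (-0.614), without untreated replicate 2 (-1.19), without LPS replicate 1 (-0.474) and, in a setting chosen after seeing the values, among protein-coding genes alone (-0.514).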

Other observations

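Of the tests below, those of the pairing by number, of the share of short transcripts and of the splits for lists and sets were chosen only after the result was seen.

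Pseudogenes hold the largest values of the table. Of 651 pseudogenes whose closest gene lies outside the chromosomes covered, 52.5% had a mean above 10 scaled TPM, against 6.81% of 1484 whose closest gene lies inside, a ratio of 7.719 (two-sided Fisher's exact test, p = 1.5e-119). Of 13 close to a mitochondrial gene, 12 were above 10, and of the 12 pseudogenes with the largest values 10 are closest to a gene outside or a mitochondrial gene. The 2 largest, *Fth-ps3* and *Fth-ps2*, resemble *Fth1* on chromosome 19 at 87.99% and 81.1% identity, under the limit used. Reads of genes missing from the reference may have fallen on these copies. Of 153 pseudogenes called lower, 151 could be compared with other genes and 95 are closest to a gene outside the table, and of 23 called higher, 22 could be compared and 2 are. The 13 mitochondrial copies all had a log2 fold change under 0, with a median of -1.22. None reached the fold limit, so that none could be called at any p. At an unadjusted p under 0.05 there were 2, and 11 with the replicate block, where the lowest adjusted p was 0.092 (0.11 without it). In 11 of the 13 each LPS sample lay below the untreated sample of the same number.

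Of the genes called lower, 74 of 290 with a known length were under 200 bases, against 2 of 376 called higher. Genes under 200 bases with a mean of at least 1 had a median log2 fold change of -1.332, and longer genes matched on mean value had 0.13, at percentile 0 of 10000 lists. A length-dependent difference between the libraries of the 2 groups may have contributed to the calls of short genes, though this value largely restates that such genes were lower. Transcripts under 200 bases held 5.32 to 11.3% of the summed value in the untreated and 2.24 to 2.74% in the LPS samples, a gap of 2.587 percentage points between the lowest untreated and the highest LPS sample. By this value alone it cannot be told apart from a response of short RNAs to LPS, although the paper describes no library made for short RNAs. Protein-coding genes with a mean of at least 1 ran the other way, with a median log2 fold change of 0.78 at 500 to 1000 bases and 0.32 at 5000 bases or more.

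The rise of the oxidative phosphorylation list may follow from a shift of all protein-coding genes against pseudogenes and short transcripts, since among protein-coding genes alone the adjusted p was 0.296. Its median lay at percentile 84.08 of random lists of protein-coding genes matched on length and mean value, within the middle 95%. In the same comparison the list of reactive oxygen species lay at percentile 97.6, the LPS list at 100 and the granule list at 5.42. Members of the oxidative phosphorylation list moved in both directions, and a division by length showed little difference. Of random divisions into 27 and 27 genes, 83.62% gave a larger difference than that between short and long members. The Spearman correlation of length and log2 fold change was -0.22, shorter genes being higher. It was not tested, so a part played by length stays open. The list had a NES as large in size in 2 of 4 splits of the samples that part as many same-numbered pairs, the real one included (1.499 against 1.41, 1.60 and 1.08), and in 4 of all 10. This count could hardly have decided, since the LPS list also had sizes from 1.85 to 2.52 in the other 9 splits, against 2.53 in the real one. By these tests the rise cannot be told apart from a random split or from a shift of protein-coding genes.

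Among the 4 splits that part as many same-numbered pairs, the real one called 690 genes and the others 14, 25 and 9, so 1 of 4 had as many. The other 6 splits part 1 pair and called 7 to 48 genes, so that 1 of all 10 had as many, and each split other than the real one leaves 2 of 3 LPS samples on 1 side. Lists past an adjusted p of 0.05 were as many in 1 of 4 splits, and Reactome sets in 2 of 4 (6 against 1, 6 and 1). Lists with more called genes than chance, 5 in the real split against 0, 0 and 0, were as many in 1 of 4. The real split is 1 of the 4, so that no share could be lower than 1 of 4, or 1 of 10 over all splits. These counts could not have come out against a random split, and by them alone the results cannot be told apart from one.

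Pairing LPS and untreated samples by number gave the highest mean correlation of deviations among 6 pairings, rank 1, with 0.125 against 0.0997 for the next. That next pairing also sets LPS 2 with untreated 2. The pairings that part these samples had -0.0445 to -0.0649, so the order of the pairings mainly followed the samples numbered 2. Correlations by number were 0.0935, 0.199 and 0.0835. Rank 1 of 6 is the best a pairing can reach, so the rank could not decide, and by it alone a shared preparation of cells cannot be told apart from a random order of the pairings.

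Marker lists of other cells showed no difference past an adjusted p of 0.05. The largest shift was that of 6 erythroid markers, with a median log2 fold change of 1.10 at percentile 99.3 (adjusted p = 0.115, and from 0.0016 to 0.90 over 9 alternatives). The neutrophil markers had 0.40 (adjusted p = 0.687).

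Genes the paper names outside the sequencing results had log2 fold changes of 0.14 (*Actb*, adjusted p = 0.87), 0.33 (*B2m*, adjusted p = 0.70), -0.09 (*Irf3*, adjusted p = 0.88), -0.48 (*Tlr4*, adjusted p = 0.64), -0.15 (*Tlr9*, adjusted p = 0.92) and -0.65 (*Prkaa2*, adjusted p = 0.21). *Actb* shares near-identical stretches with 6 other genes. Only *Prkaa2* separated the groups, with 0.653, 1.08 and 1.00 scaled TPM in the untreated samples and 0.173, 0.271 and 0.186 in the LPS samples. At values this low the log2(scaled TPM + 1) scale understates the change of *Prkaa2*, and the precision is unknown. Its adjusted p ran from 0.044 to 0.56 over 12 alternatives. Of 20 genes of glycolysis, *Pfkfb4* was called lower (-2.55, adjusted p = 0.071, with a range from 0.060 to 0.24) and 0 were called higher, with 2 higher at an unadjusted p under 0.05.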
